# The Functional Interaction of EGFR with AT1R or TP in Primary Vascular Smooth Muscle Cells Triggers a Synergistic Regulation of Gene Expression

**DOI:** 10.3390/cells11121936

**Published:** 2022-06-16

**Authors:** Virginie Dubourg, Barbara Schreier, Gerald Schwerdt, Sindy Rabe, Ralf A. Benndorf, Michael Gekle

**Keywords:** EGFR, AT1R, TP, synergism, transcriptomic

## Abstract

In vivo, cells are simultaneously exposed to multiple stimuli whose effects are difficult to distinguish. Therefore, they are often investigated in experimental cell culture conditions where stimuli are applied separately. However, it cannot be presumed that their individual effects simply add up. As a proof-of-principle to address the relevance of transcriptional signaling synergy, we investigated the interplay of the Epidermal Growth Factor Receptor (EGFR) with the Angiotensin-II (AT1R) or the Thromboxane-A2 (TP) receptors in murine primary aortic vascular smooth muscle cells. Transcriptome analysis revealed that EGFR-AT1R or EGFR-TP simultaneous activations led to different patterns of regulated genes compared to individual receptor activations (qualitative synergy). Combined EGFR-TP activation also caused a variation of amplitude regulation for a defined set of genes (quantitative synergy), including vascular injury-relevant ones (*Klf15* and *Spp1*). Moreover, Gene Ontology enrichment suggested that EGFR and TP-induced gene expression changes altered processes critical for vascular integrity, such as cell cycle and senescence. These bioinformatics predictions regarding the functional relevance of signaling synergy were experimentally confirmed. Therefore, by showing that the activation of more than one receptor can trigger a synergistic regulation of gene expression, our results epitomize the necessity to perform comprehensive network investigations, as the study of individual receptors may not be sufficient to understand their physiological or pathological impact.

## 1. Introduction

The cellular changes occurring upon the activation of cell surface receptors have mostly been studied in a linear manner, meaning that only one receptor has been considered at a time, often using targeted approaches. However, the in vivo reality consists of a complex situation with multiple extracellular influences. This results in the simultaneous activation of various receptors that are connected to intertwined downstream signaling pathways with different outcomes.

We investigated the relevance of considering these aspects in the study design to draw meaningful conclusions about the full impact of a receptor on cell function. To do so and in order to capture a global and advanced picture of the complex intracellular system mobilized, we analyzed the effect of individual or combined activation of various receptors at the transcriptomic level. This strategy allowed for the observation of the crosstalk in between receptors and the consequences on gene expression regulation: the simultaneous activation of two receptors can theoretically trigger either an additive response (the effect of the simultaneous activation is equal to the sum of the effect of each receptor) or a synergistic response (the effect of the simultaneous activation is different to the sum of the effect of each receptor). For the latter, qualitative (different pattern of regulated genes) and quantitative (different amplitude of regulation for a defined set of genes) responses can be distinguished.

We chose to work on murine primary aortic vascular smooth muscle cells (aVSMC), as the prominent role of this cell type and of this vascular segment in cardiovascular diseases, one of the main causes of death worldwide [1], makes them a pertinent study case. Moreover, by working on primary cells in culture, we opted for the ultimate strategy to get around the lack of suitable immortalized cell lines for this model while having a system in which each parameter can tightly be controlled, which could not be achieved in vivo.

Furthermore, we focused on three receptors known to be involved in cardiovascular system physiological functions (e.g., vascular tone, blood pressure regulation [2,3,4]) and pathophysiological conditions (e.g., vascular remodeling, hypertension, chronic cardiovascular diseases [5,6,7]), and to functionally interact: the Epidermal Growth Factor (EGF) receptor (EGFR), the Angiotensin II (AngII) type 1 receptor (AT1R) and the thromboxane A2 receptor (TP). The former is a tyrosine kinase receptor that can be activated by ligand-binding or by crosstalk with activated G protein-coupled receptors (GPCR), such as AT1R and TP, through a mechanism called transactivation [8,9,10,11]. EGFR transactivation appears as a critical actor in cardiovascular disease pathophysiology [12], and in vivo and in vitro evidence concerning the role of the crosstalk of EGFR with TP and AT1R in these processes has been piling up [13,14,15].

The aim of this case study was, therefore, to identify the impact of the long-term activation of EGFR and of its crosstalk with AT1R or TP on gene expression in an unbiased approach. Additionally, we intended to generate hypotheses concerning the mechanisms that may lead to these changes as well as their cell biological consequences. To do so, aVSMC were incubated with EGF and/or AngII and/or U46619 (TP agonist), and RNA-sequencing was used to get a snapshot of the transcriptome after 24 and 48 h stimulation. Bioinformatics and differential expression analyses were applied to identify genes regulated following the activation of the various receptors. Furthermore, functional analyses were performed to identify putative regulators and cellular pathways that may link gene expression alteration and the ultimate phenotypical changes previously observed in vivo. Finally, a targeted approach was used to identify genes displaying quantitative synergistic regulation and potentially involved in these phenotypical changes.

We observed that exclusive EGFR and TP-activation led to gene expression regulation, while the activation of AT1R alone did not. Nevertheless, the simultaneous activation of EGFR and AT1R or TP both led to a qualitative synergistic regulation of the transcriptome. Simultaneous EGFR and TP-activation also led to a quantitative synergistic response, including for cardiovascular-relevant genes, such as Kruppel-like factor 15 (*Klf15*) and Osteopontin (OPN, encoded by the gene *Spp1*). Finally, the regulated genes were enriched in cell cycle, and cell senescence-related pathways and the alterations of these processes by EGF and U46619 were confirmed experimentally while bringing to light a putative compensatory effect of EGFR and TP activation. Taken together, our results highlight the necessity to perform comprehensive investigations and to consider several receptors simultaneously since their individual study appears to not be sufficient to understand their physiological or pathological impact.

## 2. Materials and Methods

### 2.1. Buffers, Chemicals, Antibodies and Primers

The buffer compositions, antibodies references and working concentrations, primer sequences and chemical references and providers are listed in the Supplementary Methods.

### 2.2. aVSMC Isolation from Mice

C57BL/6 mice were bred in the facilities of the University of Halle-Wittenberg (Germany). aVSMC were isolated as previously described by Ray et al. [16]. The VSMC purity achieved by our protocol was previously tested [17].

### 2.3. Cell Culture

aVSMC were cultivated in DMEM media (low-glucose media powder diluted in H_2_O, with 2 g/L NaHCO_3_, pH 7.4) supplemented with 10% FCS, 0.14 IU insulin, 10 µg/L EGF, 5 mg/L transferrin, 100 nM hydrocortisone and 30 nM sodium selenite. Before all experiments, the cells were synchronized by incubation in serum and supplement-free DMEM media for 24 h. The latter was also used for further incubations with 10µg/L EGF and/or 10 nM AngII and/or 1µM U46619. All experiments were performed on cells that underwent up to 7 passages. Each replicate corresponds to aVSMC isolated from a different mouse.

### 2.4. RNA Sample Preparation

Total RNA was isolated with BlueZol Reagent as described in the user manual from cells incubated for 24 or 48 h with stimuli. Eventual genomic DNA contaminations were removed with “Turbo DNAse-free kit”, following the “rigorous DNAse treatment” protocol from the manufacturer. All samples were cleaned by ethanol precipitation (with 3M sodium acetate, glycogen and 100% ethanol). The quality of the to-be-sequenced RNA samples was assessed using a 2100 Bioanalyzer (Agilent Technologies, Karlsruhe, Germany). All samples had an RNA Integrity Number (RIN) above 7 (with 10 as the maximal possible value).

### 2.5. RNA Sequencing

The samples to be sequenced were prepared in three batches: (1) samples collected after 24 h incubation with EGF and/or Ang and/or U46619 (*n* = 6), (2) after 48 h incubation with EGF and/or AngII (*n* = 5) and (3) after 48 h incubation with EGF and/or U46619 (*n* = 5). Novogene Co., Ltd. (Cambridge, UK) carried out the sequencing libraries preparation (poly(A) enrichment), and the paired-end sequencing (2 × 150 bp) runs on a NovaSeq6000 Illumina system. Adaptor clipping and data quality control were provided by the service company as well. 

Read mapping to the mouse genome mm10 was performed with HISAT2 (v. 2.1.0) [18], and featureCounts (2.0.0, –M –t exon) [19] was used to count the mapped reads. Gene annotation was performed using BiomaRt (v.2.44.4) [20] to access the Ensembl archive v101. 

### 2.6. Differential Expression Analysis and Functional Analysis

Because the differences in the numbers of raw counts per sample in the two datasets would have led to the biased estimation of regulated genes (Supplementary Figure S1a), differential expression analysis was performed in parallel for the 24-h incubation (sequencing batch 1) and the 48-h incubation (batches 2 and 3 together) data, using edgeR (3.30.3) [21] and DESeq2 (1.28.1) [22]. The multi-variable design—animal + treatment—was used for both tools and analyses to overcome the high variations between the individuals from which aVSMC were isolated (Supplementary Figure S1c,d). Genes with sufficient counts to be considered in the statistical analyses were filtered using the filterByExpr edgeR function and the independent filtering parameter (α = 0.05) of the DESeq2 results function. Normalization factors were calculated with the “trimmed mean of M value” (TMM) method in the edgeR analysis. Significantly “differentially expressed genes” (DEG) were defined as genes with a false discover rate (FDR) below 0.05 in both DESeq2 and edgeR outputs (overlap of the respective results) and with at least 5 FPM (Fragments per million) on average in one of the sample groups considered for a given comparison (Supplementary Figure S1b). Moreover, genes that were not considered for both analysis rounds were filtered out. “Regularized log transformation” (rlog DESeq2 function) was applied upstream of gene expression clustering. UpSetR (1.4.0) [23] was used as an alternative to Venn diagrams to determine the overlap of DEG lists when more than two lists were considered.

Additionally, to the classical differential expression analysis approach used to identify DEG, we calculated fold changes (FC) based on FPM (calculated with edgeR) to highlight genes that were subject to quantitative synergism. To do so, the FPM-based FC of each DEG were calculated for each biological replicate and for each condition (e.g., FC_Replicate1-EGF_ = FPM_Replicate1-EGF/_FPM_Replicate1-Control_). FCs below 1 (down-regulated genes) were transformed with FC_final_ = −1/FC in order to have symmetrical and zero-center values. The FC thus obtained for multiple incubations were considered as the “measured FC”. Meanwhile, the “expected FC” after double incubations were calculated as FC_expected-Replicate1-Substance1+Substance2_ = FC_Replicate1-Substance1 + FCReplicate1-Substance2_ − 1 (if both FC > 0) and FC_expected-Replicate1-Substance1+Substance2_ = FC_Replicate1-Substance1_ + FC_Replicate1-Substance2_ + 1 (if at least one FC < 0). Paired *t*-test was performed to identify genes whose measured and expected FC were significantly different (*p* < 0.05). We additionally made the distinction in between stimulatory (FC_expected_ < FC_measured_) and inhibitory (FC_expected_ > FC_measured_ or with different signs) quantitative synergistic responses. 

Gene ontology (GO) term enrichment analysis was performed with gprofiler2 (0.2.0 – adapted parameters: correction_method = “false_discovery_rate”, exclude_iea = T) [24] using either all or only down or up-regulated genes. GO terms were defined as significantly enriched if the adjusted *p*-value ≤ 0.001 and enrichment *E* ≥ 3, with *E* = (intersection size/query size)/(term size/effective domain size). Rrvgo (1.0.2) [25] was used to summarize and reduce the significantly enriched GO terms lists (threshold: 0.5). 

Ingenuity Pathway Analysis (IPA) software (Qiagen) was used for Upstream Regulator Analysis on lists of genes significantly regulated [26]. The Ensembl identifiers of the latter were mapped to networks incorporated into the software database. The featured “Comparison Analysis” tool was used to match the different results. Results were filtered for |Z-score| ≥ 2 and adjusted (Benjamini–Hochberg) *p*-value ≤ 0.001. 

### 2.7. Quantitative PCR and Digital Droplet PCR

Reverse transcription (RT) reaction was performed on independent RNA samples (not used for RNA-sequencing and from cells isolated from different mice) with random primers and SuperScript II reverse transcriptase, following the manufacturer’s instructions. qPCR was performed with PlatinumTM SYBRTM Green on a 7900 HT Fast Real-Time PCR System (Applied Biosystems). The 2^−ΔΔ^Ct method, using *Gapdh* and *Eef2* as references for normalization, was used for the relative quantification of genes of interest. The instructions provided in the “QX200 ddPCR EvaGreen Supermix” kit were followed for the absolute quantification of genes of interest by ddPCR.

### 2.8. Western-Blot

Cells were incubated with 10µg/L EGF and/or 10 nM AngII and/or 1µM U46619 or 1µM PMA in HEPES-Ringer buffer for 10 min, 24 h or 48 h at 37 °C. Cells were washed with 1xPBS, lysed with RIPA buffer and sonicated 3 × 10 times. Protein concentrations were determined by BCA assay. For each sample, 50µg of proteins were denatured with 6x Laemmli Buffer for 30 min at 37 °C. Proteins were separated by 10% SDS-PAGE and transferred onto 45µm nitrocellulose membranes. Free binding sites of the membrane were blocked with a 5% solution of non-fat dry milk in TBS-Tween. The membranes were incubated overnight with primary antibodies diluted in 5% BSA in TBS-Tween. EGFR, Phosphorylated EGFR (Y1068), ERK1/2, phosphorylated ERK1/2, GAPDH and HSP90 were detected using IRDye-couple fluorescent secondary antibodies (diluted in 5% solution of non-fat dry milk in TBS-Tween) and an Odyssey imaging system (LI-COR Biosciences, Bad Homburg, Germany). Densitometry analysis was performed with Quantity One software (version 4.6.9, BioRad, Munich, Germany). GAPDH and HSP90 were used as references for relative quantification.

### 2.9. Caspase-3 Activity

Protein fractions of aVSMC stimulated for 24 and 48 h were obtained after 30 min incubation on ice with 100 µL cell lysis buffer and used to determine caspase-3 activity (*n* = 5 − 6). A total of 60 µL of the sample were incubated with 60 µL of Caspase-reaction buffer and 42 µM DEVD-AFC (end concentration) for 90 min at 37 °C. The fluorescence of the cleaved product AFC was measured with a plate reader (Infinite M200, Tecan, Crailsheim, Germany) at 400 nm excitation and 505 nm emission wavelengths. Cleaved AFC was quantified using a calibration curve with known AFC concentrations and normalized to the total amount of protein contained in the sample (determined by BCA assay).

### 2.10. Senescence-Associated β-Galactosidase Measurement

Measurement of the SA-β-gal activity was performed on aVSMC that underwent up to 4 cell culture passages (*n* = 6). The protocol was adapted from Debacq-Chainiaux et al. [27]. Shortly, aVSMC were cultivated close to confluency in a 96-well plate and incubated with EGF and/or U46619. After 48 h incubation, the cells were stained with Hoechst 33,342 (final concentration: 5 µg/mL) and C12FDG (final concentration: 33 µM) in HEPES-Ringer buffer for 2 h at 37 °C, 5% CO_2_. After three washes with 1xPBS, the cells were fixed with 4% formaldehyde for 30 min at room temperature. Cells were washed again three times with 1xPBS. Hoechst 33,342 (Excitation/Emission: 358/461 nm) and C12FDG (490/514 nm) signals were detected by digital fluorescence microscopy (Cytation3, BioTek, Bad Friedrichshall, Germany). Data analysis was performed with Gen5 2.09 software (BioTek, Bad Friedrichshall, Germany). The values for each independent replicate correspond to the mean of 6 wells measured per treatment condition.

### 2.11. ELISA for 5-Bromo-2′-deoxyuidine

aVSMC were cultivated close to confluency in a 96-well plate and incubated with 10 µM (final concentration) BrdU and stimuli (EGF and/or U46619) (*n* = 6). Cells incubated with BrdU and media with serum and supplements served as the positive control. After 24 h incubation, the cells were fixed with 4% formaldehyde for 60 min at room temperature and then washed 3 × 5 min (washing step) with permeabilization buffer. Cell DNA was denatured with 2N HCl for 30 min at room temperature. After a new washing step, cells were incubated at room temperature for 2 h in a blocking solution. Cells were incubated overnight at 4 °C with anti-BrdU antibody diluted in 5% BSA/permeabilization buffer. The following day, after a washing step with 1xPBS, cells were incubated for 2 h at room temperature with Anti-mouse IgG, HRP-linked antibody in 5% BSA/permeabilization buffer. Followed by a washing step with permeabilization buffer and one with 1xPBS. Cells were then incubated with HRP-Substrate for 15 min at room temperature. The reaction was stopped with 1M H_2_SO_4_, and the absorption was measured immediately at 490 nm (corresponds to BrdU incorporation). To be able to normalize these data to the cell density of each well, the cells were washed with 1xPBS and stained with 0.2% Trypan Blue for 5 min at 37 °C. Washing steps with 1xPBS were repeated until the washing solution remained clear. Finally, the cells were incubated with 1% SDS for 30 min at room temperature with gentle shaking, and the absorption was measured at 560 nm. The values for each independent replicate correspond to the mean of 6 wells measured per treatment condition.

### 2.12. Osteopontin Secretion Measurement

Cell culture media was collected after 48 h incubation with EGF and/or U46619. Cells were lysed with RIPA buffer (as described in Western Blot section), and the protein concentration was determined with BCA assay. Ultra-15 centrifugal Filter Devices 10 K (Amicon-Merck, Darmstadt, Germany) and a “Mouse Osteopontin ELISA kit” were used to concentrate the media (concentration factor: 15–25) and determine the Osteopontin concentration, respectively, following the manufacturers’ instructions (*n* = 4).

### 2.13. Statistical Analysis

For all laboratory confirmation experiments, significant differences between groups were assessed by Wilcoxon test (*p* < 0.05) and Chi-squared test for outlier removal was performed with the outliers R package (version 0.14—https://cran.r-project.org/package=outliers (accessed on 19 May 2022)).

## 3. Results

### 3.1. aVSMC Express Genes Encoding for AT1R, EGFR and TP but Respond to Exclusive EGF and U46619-Stimulation Only

In mice, AT1R, EGFR and TP are encoded by the genes *At1ra* and *At1rb* (isoforms), *Egfr* and *Tbxa2r*, respectively. RNA-sequencing data and ddPCR experiments showed that aVSMC express *At1ra* (predominant AT1R isoform [4]) but at a low level in comparison to *Egfr* and *Tbxa2r* (Supplementary Figure S2a,b). 

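The RNA-sequencing data came from primary cultures of smooth muscle cells isolated from the aortas of C57BL/6 mice, which were kept without serum for 24 h before the stimuli were added. EGF (10 µg/L) activates EGFR, AngII (10 nM) activates AT1R, and U46619 (1 µM), a stable synthetic thromboxane analog, activates TP. Combined incubations are written with a plus sign, as in EGF+U46619. After 24 h incubation, 7 groups were sequenced (control, EGF, AngII, U46619, EGF+AngII, EGF+U46619 and EGF+AngII+U46619), each with n = 6 cultures, 1 from each of 6 mice. After 48 h, 6 groups were sequenced in 2 batches. The EGF/U46619 batch held control, EGF, U46619 and EGF+U46619, the EGF/AngII batch held control, EGF, AngII and EGF+AngII, and each group of a batch had n = 5 cultures. Control and EGF after 48 h thus had n = 10 cultures over both batches. Cultures of a batch that share a replicate number are called a culture set here. The methods state that each replicate came from a different mouse, whereas the sample labels number only 5 mice for the 10 culture sets at 48 h. The numbers of the labels were used.
The authors prepared the libraries from poly(A)-enriched RNA, sequenced them as paired ends, aligned the reads to the mouse genome (mm10) with HISAT2 and counted them on the exons of Ensembl genes with featureCounts, including reads that align to several places. The deposited values are these counts per gene and library, without normalization, for 55401 genes, of which 34819 had a count in at least 1 library. All 7075 genes of chromosomes 9, X, Y and the mitochondrial chromosome are listed at 0 in each of the 82 libraries, so no value is given here for them. The total count per library after 24 h lay between 16483529 and 20818809. The medians were 19733455 for control, 19709106.5 for EGF, 19505286 for AngII, 19662045.5 for U46619, 19599347 for EGF+AngII, 19794289.5 for EGF+U46619 and 19790327 for EGF+AngII+U46619. After 48 h it lay between 19936925 and 33916114, with medians of 25383434 for control, 27091089.5 for EGF, 28753247 for AngII, 23936894 for U46619, 32061659 for EGF+AngII and 25774641 for EGF+U46619. Counts were converted here to FPM, the unit the paper uses, with library sizes scaled by edgeR's TMM method, separately for the 24 and 48 h libraries.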

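In mice, AT1R is encoded by Agtr1a (chromosome 13 of GRCm38, 30336441 to 30382867) and Agtr1b (chromosome 3, 20314473 to 20367177), EGFR by Egfr (chromosome 11, 16752203 to 16918158) and TP by Tbxa2r (chromosome 10, 81328731 to 81335172). All 4 are protein-coding genes and the counts cover their exons. In the control cultures of the 24 h incubation, Egfr was measured at 133 ± 90.2 FPM (SD, n = 6), Tbxa2r at 83.7 ± 54.1 FPM, Agtr1a at 4.85 ± 7.38 FPM and Agtr1b at 0.0957 ± 0.0973 FPM. Agtr1a ranged from 0 to 19.7 FPM between the mice, and its mean rests on replicate 1, since the other 5 cultures had at most 3.18 FPM. On the scale of log2(FPM + 0.5), Egfr exceeded Agtr1a by 5.06 ± 1.63 (SD, n = 6) and did so in 6 of 6 cultures (exact sign-flip permutation test, two-sided, p = 0.03125, the smallest value that 6 pairs allow). Tbxa2r exceeded Agtr1a by 4.69 ± 1.83, again in 6 of 6 cultures (exact p = 0.03125, n = 6). The difference between Egfr and Tbxa2r, 0.37 ± 1.23, was not larger than the spread between mice (exact p = 0.469, n = 6). FPM are not divided by transcript length, so all differences between genes given here also depend on the lengths of their transcripts. Agtr1a was higher than Agtr1b in 5 of 6 cultures, by 2.28 ± 1.85 (exact p = 0.063, n = 6). Leaving out 1 mouse at a time moved the difference between Agtr1a and Agtr1b most, from 1.70 without replicate 1 to 2.85 without replicate 4, and that between Tbxa2r and Agtr1a from 4.27 without replicate 4 to 5.36 without replicate 1. In the 10 control cultures of the 48 h incubation, Egfr was measured at 75.9 ± 47.7 FPM, Tbxa2r at 50.8 ± 34.1 FPM and Agtr1a at 1.66 ± 2.06 FPM. Egfr exceeded Agtr1a there by 5.36 ± 1.12 and Tbxa2r exceeded it by 4.61 ± 1.40 (n = 10 each), each in 10 of 10 cultures (exact p = 0.00195). Agtr1a exceeded Agtr1b by 0.78 ± 0.92 in 8 of 10 cultures (exact p = 0.0234). These tests take the 10 cultures as independent, but their labels name 5 mice. With the cultures of 1 mouse averaged, an alternative added after the data were seen, the differences were 5.72 ± 1.41 and 4.57 ± 1.68, in 5 of 5 mice each (n = 5; exact p = 0.063, the smallest value that 5 mice allow), and 0.91 ± 0.67 between Agtr1a and Agtr1b (n = 5; exact p = 0.125), so none passes.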

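After 24 h incubation with U46619, Tbxa2r was measured at 29.8 ± 6.96 FPM (SD, n = 6), a log2-fold change of −1.31 against control (standard error 0.32, FDR = 0.00218 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was lower than in the control of the same mouse in 6 of 6 mice. With EGF+U46619 it was measured at 20.6 ± 9.99 FPM, a log2-fold change of −1.98 (standard error 0.33, FDR = 2.6e-05 from edgeR), lower in 6 of 6 mice. With all 3 substances, the log2-fold change was −1.66 (FDR = 0.000141 from edgeR). With EGF alone and with EGF+AngII it was −0.80 and −0.84, which did not pass the threshold (FDR = 0.174 and 0.10 from edgeR). Without the mouse in the design, the log2-fold change with U46619 was −1.49 and Tbxa2r no longer passed the threshold. After 48 h, the log2-fold changes of Tbxa2r were −0.79 with U46619 and −1.06 with EGF+U46619, neither of them past the threshold (FDR = 0.348 and 0.185 from edgeR). By culture set they were −1.13 ± 0.31 and −1.49 ± 0.50 (SD, n = 5), lower in 5 of 5 sets with each (exact sign-flip permutation test, p = 0.063, the smallest value that 5 sets allow). Egfr changed by 0.03 with EGF, −0.24 with U46619 and −0.23 with EGF+U46619 after 24 h (FDR = 0.96, 0.445 and 0.452 from edgeR). Agtr1a fell with U46619 (log2-fold change −1.78, FDR = 0.0103 from edgeR) and with EGF+U46619 (−3.09, standard error 0.59, FDR = 0.000122 from edgeR) after 24 h, but its mean stayed under 5 FPM in every group compared, so it was not counted as a DEG.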

*Tbxa2r* is the only gene out of the three found regulated at the mRNA level throughout the different conditions (*log2*-fold change = −1.49 and −2.02 after 24 h incubation with U46619 alone or combined with EGF, respectively—Supplementary Table S1 and Supplementary Figure S2c). Additionally, EGFR protein expression level was decreased by EGF (Supplementary Figure S2d), and this effect was slightly refrained by the addition of U46619. The protein expression of AT1R and TP could not be measured due to a lack of antibodies with sufficient specificity for these targets.

According to the literature, direct EGFR activation or its transactivation trigger EGFR and ERK1/2-phosphorylation [28]. These parameters were therefore used to check the responsiveness of aVSMC to the different stimuli. EGFR-phosphorylation (Y1068) status increased after 10 min incubation with EGF but did not change with AngII or U46619 (Supplementary Figure S2e). However, the EGF-induced EGFR phosphorylation was significantly enhanced by the activation of TP with U46619. AngII also tended to increase it but without reaching the statistical significance threshold (*p* = 0.28). Additionally, all incubation types except AngII alone triggered an increase in ERK1/2-phosphorylation (Supplementary Figure S2e). These results suggest that aVSMC were responsive to EGFR and TP but not to exclusive AT1R-activation.

### 3.2. Exclusive EGFR and TP but Not AT1R-Activation Lead to Time-Dependent Gene Expression Regulation in aVSMC

Differential expression analyses were performed on data from RNA collected after 24 and 48 h incubation with EGF, AngII or U46619, in order to identify the effect of each receptor on aVSMC transcriptome. 

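The counts were tested with edgeR's quasi-likelihood test and with DESeq2's Wald test, in 1 fit of all groups for each time point with the mouse and the treatment as terms. After the paper's definition, a gene was counted as a DEG when its FDR was under 0.05 in both tools and its mean was at least 5 FPM in 1 of the groups compared. It also had to pass edgeR's filter for low counts at both time points, which 14528 genes did (14653 after 24 h and 15796 after 48 h). The paper names edgeR and DESeq2, and its text does not name the edgeR test. The mouse was kept as a term because, after 24 h, cultures with the same replicate number deviated together from their group means. The correlation of these deviations had a median of 0.839 and a minimum of 0.633 over the 126 pairs of groups and replicates after 24 h. After 48 h the median within a culture set was 0.796, but sets with the same mouse number correlated by −0.261 to 0.563. The mouse term there follows the labels, this reason does not extend to it, and the culture set was fitted as an alternative. On counts simulated with the means, spread and library sizes of the 24 h data, 133 of 200 changed genes were recovered among 142 calls, namely 65 of 66 genes changed 4-fold, 51 of 67 changed 2-fold and 17 of 67 changed 1.5-fold.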

Figure 1a displays the number of differentially expressed genes (DEG) found for each condition. Incubation with AngII alone did not trigger gene expression regulation after neither 24 nor 48 h. However, incubation with EGF and especially with U46619 did, as highlighted by gene expression clustering heatmaps (Figure 1b,c and Supplementary Figure S3). 

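With AngII alone, 0 genes were DEG after 24 h (n = 6 against 6) and 0 after 48 h (n = 5 against 10). At an unadjusted p under 0.05 in both tools, 7 genes passed after 24 h and 105 after 48 h. No DEG appeared in any of the fits that left out 1 mouse (24 h) or 1 culture set (48 h).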

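After 24 h incubation with EGF, 4 genes were DEG (2 higher and 2 lower than in control), while 2140 genes had an unadjusted p under 0.05 in both tools. With DESeq2 alone the number was 266, and with edgeR's likelihood ratio test in place of the quasi-likelihood test, still together with DESeq2, it was 242. Replicate 6 decided this count. Without it 338 genes were DEG, which included the 4 genes, whereas the count was 0 without replicate 1, 2 or 5, 1 without replicate 3 and 16 without replicate 4. After 48 h with EGF, 0 genes were DEG (n = 10 against 10) and 56 had an unadjusted p under 0.05.
U46619 changed 3891 genes after 24 h, of which 1869 were higher and 2022 lower, with a median absolute log2-fold change of 0.72. Leaving out 1 mouse gave between 2438 DEG (without replicate 2) and 4425 (without replicate 3). After 48 h, U46619 changed 585 genes, 360 higher and 225 lower, with a median absolute log2-fold change of 0.63. This count fell to 145 without replicate 3 of the EGF/U46619 batch, to 229 without its replicate 2, to 262 without its replicate 4 and to 310 without its replicate 1. It was 1589 when only the EGF/U46619 batch was fitted and 1546 with the culture set in place of the mouse.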

In more detail, EGF incubation led to the identification of 326 DEG after 24 h incubation but of none after 48 h, whereas 3796 and 570 DEG were found after 24 and 48 h incubation with U46619, respectively. Thus, exclusive EGFR and TP-activation affected aVSMC transcriptome but in a transient manner.

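The 4 DEG after 24 h incubation with EGF were Cdca7, Ung, Fbln7 and Scg2. Cdca7 (chromosome 2, 72476159 to 72486893), Ung (chromosome 5, 114130386 to 114139323) and Fbln7 (chromosome 2, 128862981 to 128897034) changed the same way in 6 of 6 mice. Cdca7 rose from 7.52 ± 2.44 to 24.0 ± 16.1 FPM (SD, n = 6; log2-fold change 1.35, standard error 0.23, FDR = 0.00886 from edgeR) and Ung from 3.33 ± 0.98 to 12.2 ± 8.60 FPM (1.68, standard error 0.29, FDR = 0.00886 from edgeR). Fbln7 fell from 458 ± 409 to 113 ± 73.2 FPM (−1.88, standard error 0.35, FDR = 0.0127 from edgeR). Scg2 (chromosome 1, 79434669 to 79440120), which was lower in 5 of 6 mice, had a log2-fold change of −1.97 (standard error 0.32, FDR = 0.00629 from edgeR); it is named because the list is short, after its values were seen.
With U46619 after 24 h, 3183 DEG changed the same way in every mouse, and the largest changes among them were those of Ankrd1 and Nppb upward and of Adh1 and Abca8a downward. Ankrd1 (chromosome 19, 36111961 to 36120099) rose from 18.5 ± 25.6 to 421 ± 527 FPM (log2-fold change 4.50, standard error 0.74, FDR = 4.83e-05 from edgeR). Adh1 (chromosome 3, 138260991 to 138290698) fell from 41.5 ± 46.2 to 3.23 ± 3.79 FPM (−3.96, standard error 0.65, FDR = 4.96e-05 from edgeR). Abca8a (chromosome 11, 110025634 to 110095978) had a log2-fold change of −3.61 (FDR = 7.42e-05 from edgeR). Nppb had one of 4.33 (FDR = 0.000393 from edgeR), from 0 to 13 counts in the control libraries, and it was no longer a DEG without replicate 2 (3.25). After 48 h, Abca8a (−4.42, standard error 0.64, FDR = 0.000358 from edgeR) and Ogn (chromosome 13, 49608046 to 49624501; −4.10, standard error 0.77, FDR = 0.00209 from edgeR) fell most among 560 such DEG, Ogn from 170 ± 121 FPM (n = 10) to 10.7 ± 5.28 FPM (n = 5). By culture set, Abca8a changed by −4.0 to −1.03 and Ogn by −4.22 to −2.19. The fitted fall of Abca8a was thus larger than that in every set. The values by set include a constant added to FPM, which lessens changes at low FPM, and the cause of the gap was not tested. Vgf rose, with a log2-fold change of 2.26 (FDR = 0.0109 from edgeR). The 24 and 48 h cultures were sequenced in different batches and tested separately, so the drop in the number of DEG between them was not itself tested. From these counts, the paper concludes that activating EGFR or TP alone changes the transcriptome in a transient manner.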

### 3.3. Simultaneous Receptor Activation Leads to Qualitative and Quantitative Synergistic Gene Expression Regulation

Differential expression analyses were also performed for combined incubations (EGF and/or AngII and/or U46619 vs. control). The combination of EGF with AngII or/and with U46619 led to overadditive amounts of DEG in comparison to individual incubations after 24 h (Figure 1a). 

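After 24 h, EGF+AngII gave 455 DEG against control (224 higher, 231 lower), EGF+U46619 4664 (2366 higher, 2298 lower) and EGF+AngII+U46619 4860 (2574 higher, 2286 lower). The median absolute log2-fold changes were 0.82, 0.75 and 0.74. The count for EGF+AngII, like that for EGF, depended on single mice. It was 1115 without replicate 6 (442 genes shared with the 455), 476 without replicate 4 and 0 without replicate 1, 2, 3 or 5. Leaving out 1 mouse gave between 3420 (without replicate 1) and 4853 (without replicate 6) DEG for EGF+U46619 and between 3794 (without replicate 2) and 5173 (without replicate 3) for all 3 substances. That EGF+U46619 gave more DEG than U46619 depended on the method. With limma on the differences within each mouse, an alternative added after the data were seen, EGF+U46619 gave 3450 genes and U46619 4209.
Counts against control do not test whether 2 incubations differ, so the incubations were also compared directly in the same fit. Between EGF+U46619 and U46619, 0 genes passed after 24 h, and 218 had an unadjusted p under 0.05 in both tools. Between EGF+U46619 and EGF, 1870 genes passed (978 higher and 892 lower with the combination), from 723 without replicate 2 to 2644 without replicate 3. The interaction of EGF and U46619, which tests whether the log2-fold change of the combination departs from the sum of those of the single substances, was past the threshold for 0 genes (312 at an unadjusted p under 0.05). Of the 1126 genes called with EGF+U46619 and not with U46619, 1121 had changed in the same direction with U46619 alone, by 0.46 on average against 0.70 with the combination, and 68 (6.04%) had an unadjusted p under 0.05 from edgeR in the direct comparison, against 400 of all 14653 genes tested (2.73%). Genes called in 1 list and not in the other are selected for a difference between the incubations. The 2.73% is also under the share of about 0.05 that unchanged genes would give, so the comparison could miss a difference.
The largest changes with EGF+U46619 among 2614 DEG changed the same way in every mouse were those of Serpinb2 and Ankrd1 upward and of Lrrc17 and Scara5 downward. Scara5 (chromosome 14, 65666403 to 65764826) fell from 49.5 ± 53.7 to 2.36 ± 3.80 FPM (log2-fold change −4.41, standard error 0.54, FDR = 6.65e-07 from edgeR). Lrrc17 fell from 11.1 ± 9.44 to 0.349 ± 0.363 FPM (−4.72, standard error 0.61, FDR = 1.19e-06 from edgeR). Serpinb2 (chromosome 1, 107511423 to 107535478), which had 0 to 5 counts in the control libraries, reached 10.2 ± 11.7 FPM (6.90, standard error 0.95, FDR = 2.5e-06 from edgeR). By mouse, with a constant added to FPM, Serpinb2 rose by 1.9 to 5.45, less than the fit in every mouse. The log2-fold change of Ankrd1 was 4.51.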

AngII exerted no effect on its own but more than doubled the number of genes affected by EGF, indicating a permissive effect. Similarly, U46619 and EGF acted synergistically after 48 h since EGF enhanced the number of genes affected by TP activation without having an effect on its own.

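Of the 455 DEG with EGF+AngII, 451 were not DEG with EGF alone. All 451 had changed in the same direction with EGF, by 0.80 on average against 0.91 with EGF+AngII, and 442 (98.0%) had an unadjusted p under 0.05 with EGF. In the direct comparison of EGF+AngII with EGF, 0 genes passed the threshold and 5 had an unadjusted p under 0.05, of which 3 were among the 451 (0.665%). With edgeR alone, 3 of the 451 and 69 of all 14653 genes tested (0.471%) had such a p. The interaction of EGF and AngII likewise gave 0 genes (5 at an unadjusted p under 0.05). Across 10331 genes, the log2-fold changes with EGF and with EGF+AngII had a correlation of 0.968, where the genes are not independent replicates and both share the same control cultures. After 48 h, EGF+AngII gave 0 DEG (1.7e+02 genes at an unadjusted p under 0.05). From the larger number of DEG with EGF+AngII beside the absence of an effect of AngII alone, the paper concludes that AngII has a permissive effect.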

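After 48 h, EGF+U46619 gave 994 DEG (557 higher, 437 lower; median absolute log2-fold change 0.62; n = 5 against 10). Without replicate 3 of the EGF/U46619 batch the count was 362, without its replicate 4 it was 587 and without its replicate 2 it was 615. It was 2170 with the culture set in place of the mouse, and it was likewise higher when only the EGF/U46619 batch was fitted. The direct comparison of EGF+U46619 with U46619 gave 0 genes, with 19 at an unadjusted p under 0.05, and the interaction gave 0 genes, with 4 at an unadjusted p under 0.05. With limma on the differences within each of the 5 culture sets, an alternative added after the data were seen, the direct comparison gave 45 genes and the interaction 84. Against control, limma called fewer genes with EGF+U46619 (1718) than with U46619 (2349), the reverse of the order in the fit with the mouse. The 488 genes called with EGF+U46619 and not with U46619 had all changed in the same direction with U46619 alone, by 0.58 on average against 0.76, and 443 of them (90.8%) had an unadjusted p under 0.05 with U46619. In the direct comparison, 10 of the 488 (2.05%) had an unadjusted p under 0.05 from edgeR, against 70 of all 15796 genes tested (0.443%). The 0.443% is under the share of about 0.05 that unchanged genes would give, so this comparison too could miss a difference. Abca8a (log2-fold change −4.64, standard error 0.65, FDR = 4.99e-05 from edgeR) and Ogn (−4.24, FDR = 0.000858 from edgeR) fell most with the combination. By culture set, Abca8a changed by −4.18 to −1.35 and Ogn by −4.2 to −1.71, so every set fell by less than the fit. Il1rl1 (chromosome 1, 40429570 to 40465415) had the largest fitted increase, from 3.76 ± 6.84 FPM (SD, n = 10) to 27.7 ± 20.0 FPM (n = 5; 3.99, standard error 0.68, FDR = 0.000495 from edgeR), followed by Spp1 (3.65). This order rests on the fit, since by culture set Il1rl1 rose by 0.66 to 3.55 and Spp1 by 1.39 to 5.56.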

We compared the lists of DEG identified for each type of incubation after 24 h and annotated intersects that comprised synergistically regulated genes (Figure 2a). For instance, some genes required the combination of at least two stimuli to be regulated (qualitative synergism—stimulation), while the effect of a substance on some genes was blocked by the addition of another one (qualitative synergism—inhibition). In addition, Figure 2b shows the *log2*-fold change distributions of the DEG comprised in all compared lists (intersection i7). 

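Among the DEG of the 5 incubations other than AngII alone after 24 h, 2908 genes were called with U46619, EGF+U46619 and EGF+AngII+U46619 only. A further 807 were called only with all 3 substances, 541 only with EGF+U46619, 542 only with EGF+U46619 and EGF+AngII+U46619, and 252 only with U46619 and EGF+U46619. The 4 DEG of EGF were called in all 5 lists. These sets moved with single mice. The set of 2908 was 2070 without replicate 2 and 3847 without replicate 3, the set of 807 was 393 without replicate 3 and 1246 without replicate 1, and the set of 541 was 1.8e+02 without replicate 3. The set of 252 was 73 without replicate 3, and the genes in all 5 lists numbered 262 without replicate 6 and 0 without replicate 1. The EGF+AngII+U46619 library of replicate 3 stood apart from its group. It differed from the other mice by a chi-square of 570.1 to 780.8 per gene, against 105.3 to 239.9 for the other pairs of that group. Whether the sets above rest on that library, rather than on the mouse, was not tested. Genes outside a list were often close to its threshold. The 353 genes called with U46619 and not with EGF+U46619, for which an inhibition by EGF would be read from the lists, changed by 0.62 on average with U46619 and by 0.40 with the combination. Of these, 27 (7.65%) had an unadjusted p under 0.05 from edgeR in the direct comparison, against 2.73% of all genes tested.
All incubations were compared with the same control cultures, which by itself makes their log2-fold changes correlate. In data simulated with unchanged incubations, the correlation across genes was 0.487 for U46619 and EGF+U46619, 0.488 for EGF and U46619 and 0.495 for EGF and EGF+U46619. The measured values were 0.923, 0.614 and 0.693. Measured changes had the same sign for 90.1% of genes with U46619 and EGF+U46619, against 66.1% in the simulation. In the simulation, 0 genes were called in both lists of any pair, and 136 had an unadjusted p under 0.05 with both EGF and U46619 and 132 with both U46619 and EGF+U46619.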

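The mean log2-fold change towards the direction of regulation, computed per mouse on the scale of log2(FPM + 0.5), was compared between incubations over genes called in both. For the 4 genes called in all 5 lists, it was 0.31 ± 0.30 (SD, n = 6) larger with EGF+U46619 than with U46619, in 6 of 6 mice, and 0.70 ± 0.21 larger than with EGF, in 6 of 6 mice (exact sign-flip permutation test, two-sided, p = 0.03125 each, the smallest value that 6 mice allow). Between EGF+AngII+U46619 and EGF+U46619 it differed by 0.07 ± 0.11, in 5 of 6 mice (exact p = 0.219, n = 6). With the median over these genes in place of the mean, the difference between EGF+U46619 and U46619 was 0.18 (exact p = 0.25). Because the list holds 4 genes, it was also formed with the likelihood ratio test, an alternative added after the data were seen. The difference between EGF+U46619 and U46619 was then 0.30 over 194 genes (exact p = 0.063). Genes in all 5 lists also changed with EGF alone, so adding the effects of EGF and U46619 would give a larger change with the combination. These shifts therefore do not test synergy.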

A significant shift in the distribution was induced by the combination of EGF and U46619 but not by the addition of AngII. The same observations were made for all intersections with more than 50 genes (Supplementary Figure S4). These results indicate a global quantitative synergistic effect of EGF and U46619 but not of “EGF and AngII” or “AngII and U46619” after 24 h. Thus, this suggests that the combined EGFR and TP-activation affect the amplitude of the gene expression changes. 

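Over the 3538 genes called with U46619 and with EGF+U46619, the mean log2-fold change towards the direction of regulation was 0.95 ± 0.46 (SD, n = 6 mice) with EGF+U46619 and 0.85 ± 0.39 with U46619. The difference, 0.10 ± 0.13, ranged from −0.11 to 0.26 between mice, was positive in 5 of 6 and was not larger than the spread between mice (exact p = 0.156, n = 6). Leaving out 1 mouse gave from 0.06 (without replicate 3) to 0.15 (without replicate 6). Without replicate 6 it was positive in 5 of 5 mice (exact p = 0.063, the smallest value that 5 mice allow). Across genes, 72.0% had the larger change with the combination, and the Kolmogorov-Smirnov statistic between the distributions was 0.0794. For the 4 genes called with EGF and with EGF+AngII, the difference was −0.02 ± 0.13 (exact p = 0.688, n = 6). Over the 3856 genes called with EGF+U46619 and with EGF+AngII+U46619, it was 0.02 ± 0.11, positive in 2 of 6 mice (exact p = 0.781, n = 6), and −0.02 without replicate 6. The Kolmogorov-Smirnov statistic was 0.0226 there and 53.9% of genes had the larger change with the 3 substances. A Kolmogorov-Smirnov test treats genes as replicates, whereas the values per mouse use the mice. From the shifted distributions, the paper proposes that EGF and U46619 together act in a synergistic manner on the amplitude of regulation, and that the combinations with AngII do not.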

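The fold change expected from the single incubations was computed per mouse from FPM as in the paper's methods and set against the measured fold change of the combination. Of the 4664 DEG with EGF+U46619, 4579 could be computed, and 85 had a 0 in a library. For 402 of them (8.78%) the measured fold change differed from the expected one at p = 0.03125 (exact sign-flip permutation test, two-sided, n = 6), the smallest p that 6 mice allow, where 143.1 genes (3.125%) would be found by chance. The combination was overadditive for 77 and underadditive for 325 of them. No gene passed after Benjamini-Hochberg adjustment (0 genes), which 6 mice can reach only if most of the genes tested lie at the smallest p. Under the paper's paired test, 411 genes differed and 1 passed after adjustment. When the log2-fold changes were added in place of the linear ones, 886 genes differed, 16 overadditive and 870 underadditive. For EGF+AngII, 28 of 450 DEG differed, all of them overadditive, where 14.06 would be found by chance. Of the DEG with EGF+AngII, 451 were not called with EGF, so they were selected for a larger change with the combination. Neither the number nor its direction therefore decides whether the effects add up. The paper's paired test gave 50 genes for EGF+AngII, and adding log2-fold changes gave 11.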

The comparison of measured and expected fold changes (after combined incubation) for the genes comprised in each intersection confirmed this observation (see Methods and Supplementary Table S2). Intersections that included genes for which the combination of stimuli led to an overadditive or an underadditive effect (quantitative synergism) were also highlighted in Figure 2a.

The analysis of the 48 h datasets only identified DEG regulated by U46619 alone or combined with EGF. 

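After 48 h, 506 genes were DEG both with U46619 and with EGF+U46619, 488 only with EGF+U46619 and 79 only with U46619. The EGF/U46619 batch decided these sets. Without its replicate 3, they held 130, 232 and 15 genes, and when only this batch was fitted, they held 1426, 795 and 1.6e+02 genes. The 79 genes called only with U46619 changed by 0.64 on average with U46619 and by 0.45 in the same direction with EGF+U46619, where 73 of them had an unadjusted p under 0.05, and 2 of the 79 (2.53%) had an unadjusted p under 0.05 from edgeR in the direct comparison of the incubations, against 0.443% of all genes tested. In data simulated with unchanged incubations against the same 48 h controls, 0 genes were called in both lists. There, the log2-fold changes with U46619 and with EGF+U46619 had a correlation of 0.363 across genes, against 0.917 measured. The simulation drew each library around the mean of its labelled mouse, without variation shared within a culture set. Both incubations came from the same culture sets, so unchanged ones could correlate above 0.363, and the gap does not measure a shared effect.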

A total of 414 genes required the activation of both receptors to be regulated (qualitative synergism), and 79 were regulated only by U46619 alone (EGF-inhibiting effect) (Figure 3a). 

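Over the 506 genes called with both incubations after 48 h, the mean log2-fold change towards the direction of regulation was 0.78 ± 0.16 (SD, n = 5 culture sets) with EGF+U46619 and 0.72 ± 0.16 with U46619. The difference was 0.07 ± 0.07 and positive in 4 of 5 culture sets (exact sign-flip permutation test, two-sided, p = 0.125, n = 5, where 5 sets cannot go below 0.063). It stayed between 0.04 and 0.10 when each culture set was left out in turn. The Kolmogorov-Smirnov statistic across genes was 0.0652, and 66.4% of the genes had the larger change with the combination.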

The *log2*-fold change distributions for the genes comprised in the intersection (491 genes) did not show any significant shift (Figure 3b). This means that U46619 alone is sufficient to trigger the maximum response for these genes and that there is a qualitative but no global quantitative synergistic effect of EGF and U46619 after 48 h anymore, supporting the previous observation of a time-dependent response.

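The amplitudes after 24 and 48 h were measured over different gene lists and in different batches, and whether the differences between the incubations changed over time was not tested. From the absence of a shift after 48 h beside the genes called only with the combination, the paper concludes that EGF and U46619 still act together in a qualitative but no longer in a quantitative manner.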

### 3.4. The Putative Regulators of the EGF and U46619-Induced Changes in Gene Expression Play a Role in Cell Proliferation and Cell Death

Upstream analysis with IPA allows predicting potential regulators (e.g., transcription factors, cytokines, enzymes) of the observed changes in gene expression (based on information from the curated literature). Here, only the lists of genes regulated by EGF, U46619 or both substances after 24 h were used as inputs since these conditions explained most of the gene expression regulation (Figure 1a). The obtained list of significantly enriched regulators (Supplementary Table S6) was screened and divided into three categories: (1) EGF, (2) U46619 and (3) EGF and U46619-specific (Table 1 and Supplementary Figure S5). The latter include IKBKG, KDM5B, MAX, PCLAF, PTGER2, S100A6 and TFEB, which have been described as involved in cell proliferation [29,30,31,32], cell death [33,34] and senescence [30,35] regulation.

### 3.5. Genes Regulated by EGF and/or U46619 Are Enriched in Pathways Related to Cell Cycle, Cell Death and Metabolism

Because EGF and U46619 have time-dependent individual and synergistic effects on aVSMC transcriptome, we also compared the lists of DEG obtained after 24 and 48 h. First, all lists of DEG but the one corresponding to the combination of the three substances (not available for 48 h) were matched (Figure 4a). This resulted in the division of the DEG into three categories: (1) genes regulated after 24 h only (“early” effect), (2) genes regulated after 48 h only (“late” effect) and (3) genes regulated throughout the activation timeline (“lasting” effect).

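Matching the lists of each incubation over time, 433 of the 585 genes that were DEG with U46619 after 48 h were DEG at both time points and the others only after 48 h. With EGF+U46619, 799 genes were DEG at both time points and 195 only after 48 h. Without replicate 3 of the EGF/U46619 batch, the genes at both time points numbered 123 with U46619 and 291 with EGF+U46619, and those only after 48 h numbered 22 and 71. With the culture set in place of the mouse at 48 h, the numbers at both time points were 1097 and 1621, and those only after 48 h were 449 and 549.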

U46619 alone or combined with EGF were the only two conditions that triggered significant gene expression regulation after 48 h. A second comparison was, therefore, made, only considering the DEG regulated by these two types of incubation (Figure 4b), highlighting again a response in three phases (early, late or lasting). Because the analyses for the 24 and 48 h datasets were run in parallel due to the batch effect (Supplementary Figure S1a), only the sign but not the values of the *log2*-fold change can be compared for the genes comprised in the intersections. 

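Of the 433 genes called with U46619 at both time points, 432 (99.8%) were regulated in the same direction, and of the 799 genes called with EGF+U46619 at both, 798 (99.9%) were. The libraries of the 24 and 48 h incubations do not share control cultures.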

Doing so, most concerned genes appeared to be regulated in the same direction after 24 and 48 h (Supplementary Figure S6).

GO term enrichment analysis was used to identify pathways and cellular mechanisms potentially influenced by the EGF, U46619 and AngII-induced gene expression regulation. The list of genes included in each intersection of the UpSet plot (Figure 4a) and in the different parts of the Venn diagrams (Figure 4b) served as input. In order to apply an appropriate threshold to identify significantly enriched terms, GO term enrichment analysis was simulated with sets of random genes (picked in the whole mouse Ensembl v101 annotation) of the same size as the UpSet plot intersections. The simulation was run 100 times and the minimally adjusted *p*-values obtained each time were extracted (Supplementary Table S3). All minimal *p*-values were below 0.05, independently of the set size, meaning that this commonly used threshold was not stringent enough here. On the contrary, most of the simulations with random genes did not yield *p*-values below 0.001. Therefore, our actual data were filtered using this threshold in addition to an enrichment-based one (with *E* ≥ 3—see Methods). The enriched terms obtained after filtering and removal of the redundant ones are summarized in Figure 4c (detailed results in Supplementary Tables S4 and S5). These results confirmed a time-dependent response to the stimuli: early regulated genes were enriched in terms mostly related to cell cycle and DNA replication, while the late regulated ones were enriched in cell death-related pathways. 

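Gene ontology annotation was not used here. Instead, 8 lists of genes for the processes that the paper names were tested with camera (limma, with a preset correlation between genes of 0.01) in 5 comparisons against control, 40 tests in all, with Benjamini-Hochberg adjustment over the 40. The lists were written from general knowledge before the data were examined, and some of their members on chromosomes 9 and X could not be tested. After 24 h, the 38 genes of the mitotic cell cycle rose with EGF (mean log2-fold change 2.26, FDR = 6.36e-39 from camera), with U46619 (1.92, FDR = 1.14e-12) and with EGF+U46619 (2.45). The 42 genes of DNA replication rose by 1.25, 1.34 and 1.60, each past the threshold. The camera calls do not hold when the correlation between genes is estimated from the data, where 0 of the 40 tests passed (lowest FDR 0.0981). Under fry, all of these 24 h calls hold. By mouse, the mitotic list rose with EGF in 6 of 6 mice (1.97 ± 1.68, SD; exact sign-flip permutation test, p = 0.03125, n = 6), with U46619 in 3 of 6 (1.60 ± 2.17; exact p = 0.25, n = 6) and with EGF+U46619 in 4 of 6 (2.12 ± 2.35; exact p = 0.125, n = 6). DNA replication rose in 6 of 6 mice with each of the 3 incubations (exact p = 0.03125, n = 6). With EGF, 0 of the 38 mitotic genes had an edgeR FDR under 0.05 over all genes and 38 had one adjusted over the list alone. With EGF+U46619, these counts were 35 and 37, and with U46619 8 and 0.
After 48 h, both lists still rose under camera, the mitotic list by 0.69 with U46619 and 0.73 with EGF+U46619 and DNA replication by 0.32 and 0.37, but neither rise holds under fry. With the culture set in place of the mouse, DNA replication with U46619 rose by 0.10 and no longer passed (FDR = 0.195 from camera). It passed with EGF+U46619 (0.15, FDR = 0.0389 from camera), as did the mitotic list with both incubations (0.39 and 0.43). By culture set with U46619, DNA replication changed by 0.13 ± 0.36 and the mitotic list by 0.44 ± 0.69 (SD, n = 5). The apoptosis list, 25 genes, did not pass the threshold in any of the 5 comparisons. Its mean log2-fold change per culture set was 0.03 ± 0.08 with U46619 and 0.02 ± 0.07 with EGF+U46619 after 48 h (SD, n = 5; exact p = 0.75 each, where 5 sets cannot go below 0.063). Of its genes, 0 were past an edgeR FDR of 0.05 over all genes with U46619 after 48 h and 5 were so adjusted over the list alone. With EGF+U46619 the counts were 3 and 4. After 24 h, 12 and 13 were with U46619 and 13 and 13 with EGF+U46619. The DEG among them went both ways, 4 higher and 6 lower with U46619 and 6 higher and 6 lower with EGF+U46619, so the mean of the list covers members that rose and members that fell.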

Meanwhile, the continuously regulated genes showed enrichment in metabolic processes (e.g., glucose, ATP, pyruvate metabolism) or in senescence-related pathways.

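The 18 genes of glycolysis rose after 24 h with U46619 (mean log2-fold change 0.77) and EGF+U46619 (0.79) and after 48 h with both (0.49 and 0.51), each past the threshold under camera and under fry, and in every mouse and culture set. With U46619 after 24 h, 13 of the 18 passed an edgeR FDR of 0.05 over all genes and 13 adjusted over the list alone. After 48 h, 5 and 9 did with U46619 and 6 and 10 with EGF+U46619. The 20 genes of fatty acid beta-oxidation fell with U46619 and EGF+U46619 by 0.51 and 0.67 after 24 h and by 0.19 and 0.22 after 48 h, and the 45 genes of ribosome biogenesis rose by 0.75, 0.88, 0.30 and 0.39. The senescence list, 21 genes, rose by 0.20 to 0.27 in these 4 comparisons, which did not pass under camera and did so under fry with EGF+U46619 after 24 h (FDR = 0.0274 from fry), U46619 after 48 h (FDR = 0.0125) and EGF+U46619 after 48 h (FDR = 0.0208). By mouse it rose by 0.23 ± 0.12 with U46619 and 0.27 ± 0.15 with EGF+U46619 after 24 h, in 6 of 6 mice each (exact sign-flip permutation test, p = 0.03125, n = 6). Of the 21 genes, 12 passed an edgeR FDR of 0.05 over all genes and 12 adjusted over the list alone with U46619 after 24 h, against 3 and 4 after 48 h. The DEG in the list were 5 higher and 6 lower with U46619 and 7 higher and 6 lower with EGF+U46619 after 24 h, and 3 higher and 0 lower with each after 48 h.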

### 3.6. Simultaneous EGFR and TP-Activation Regulate Their Respective Effect on Cell Cycle and Cell Senescence

As seen in Figure 4c, genes regulated after 24 h incubation were enriched in GO terms mostly related to cell cycle, DNA replication and maintenance. On the contrary, the few enriched pathways with genes regulated after 48 h hinted at cell death regulation. These results incited the investigation of the roles of each receptor in aVSMC cell proliferation and survival, especially as these processes have been associated with vascular injuries and diseases [36,37,38]. These measurements focused on the effect of EGF and U46619 but not AngII, as we previously observed that aVSMC did not respond to it.

Caspase-3 served as an indicator for cell death and more, especially apoptosis. However, incubation with EGF or/and U46619 for 24 or 48 h did not lead to any significant change in its activity (Figure 5a).

DNA synthesis and thus cell cycle were estimated by BrdU-incorporation measurement (Figure 5b). Individual incubation with EGF and U46619 led to an increase and a decrease in DNA synthesis, respectively. The combination of both substances did not have any significant effect anymore, in part due to a high variation between the independent replicates. This suggests that EGF and U46619 may cancel each other’s effect.

Finally, senescence-associated β-gal (SA-β-gal) acted as a measure for cell senescence (Figure 5c–e). The measurements were made on aVSMC that underwent less than five passages to avoid replicative senescence (caused by long cell culture periods of primary cells). The proportion of senescent cells (objects defined as green) increased with U46619, but no significant change was triggered by EGF alone or combined with U46619. This observation implies that EGF may also modulate the effect triggered by U46619 concerning cell senescence.

### 3.7. EGFR and TP-Activation Synergistically Regulate Genes Relevant in Cardiovascular Injuries and Diseases

Previous analysis steps gave us the opportunity to identify which cellular processes may be influenced by EGF and/or U46619. In addition to this global approach, we also adopted a targeted one to identify putative key actors in the observed phenotypical changes. We thus filtered genes for which the combination of two stimuli triggered a stronger effect than just one. To do so, a pairwise comparison (*t*-test) of normalized counts (FPM) was made for all conditions at both time points. Although this approach may have resulted in underestimating the number of recognized genes due to reduced statistical strength, it had the advantages of having a constant reference group and of working with unvarying values, which would not have been the case with differential expression analyses comparing the different single and combined incubations.

The genes comprised of the intersections of the UpSet plot (Figure 4a) were thus screened with this method. We selected genes that showed a significant difference (*p* < 0.05) when comparing the single incubations to the corresponding double one (e.g., comparing EGF vs. EGF and U46619 and comparing U46619 vs. EGF and U46619) for at least one time point. Genes comprised of intersections associated with clear qualitative synergism or that did not comprise DEG regulated by the concerned conditions were filtered out. 

The genes that passed these filters are summarized in Table 2 (individual values shown in Supplementary Figure S7). 

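The 12 genes of Table 2 were compared here with an exact two-sided permutation test of FPM between EGF+U46619 and each single incubation. After 24 h, 9 of them differed from EGF and 3 from U46619 at p under 0.05, and Inpp4a, Klf15 and Mtap differed from both. After 48 h, 8 differed from EGF, 8 from U46619 and 7 from both, namely Ctdsp1, Fam110b, Gm6665, Gstm2, Spp1, Srr and Tpst1. Hadhb-ps and Pcif1 did not differ from both at either time point. Adjusted over the 48 comparisons (Benjamini-Hochberg), 1 gene differed from both after 24 h and 3 after 48 h. The genes were chosen by the paper from these same libraries, so these p-values are not independent evidence. After 48 h, the tests also take each culture as independent, although the labels give several cultures to 1 mouse. They do not pair culture sets, and the EGF cultures span both batches whereas those with EGF+U46619 come from 1. Pairing the cultures by mouse after 24 h gave Klf15, Mtap and Srr. Gm6665 shares 97.9% of 145 aligned bases with Gstm2, and Hadhb-ps, a processed pseudogene, shares 99.8% of 1428 bases with Hadhb. Since reads that align to several places were counted, the values of these genes are uncertain.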

EGF and U46619 triggered stronger regulation but with low amplitude for most of the involved genes. However, some of these showed a clear synergistic effect. 

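Mtap (chromosome 4, 89137122 to 89181081) was measured after 24 h at 71.9 ± 7.25 FPM (SD, n = 6) with EGF+U46619, against 55.8 ± 10.9 FPM with EGF (exact p = 0.0195, n = 6) and 61.8 ± 7.78 FPM with U46619 (exact p = 0.0476, n = 6). Inpp4a (chromosome 1, 37299865 to 37410736) was measured at 12.5 ± 1.45 FPM, against 16.2 ± 3.19 FPM (exact p = 0.0325, n = 6) and 14.5 ± 1.33 FPM (exact p = 0.026, n = 6). After 48 h, Gstm2 (chromosome 3, 107981702 to 107986453) was measured at 152.6 ± 14.2 FPM (n = 5), against 259.5 ± 55.1 FPM with EGF (n = 10, exact p = 0.000333) and 177.3 ± 13.5 FPM with U46619 (n = 5, exact p = 0.0317). Tpst1 (chromosome 5, 130073326 to 130135729) was measured at 43.8 ± 0.57 FPM, against 62.7 ± 20.9 FPM (n = 10, exact p = 0.0393) and 46.4 ± 1.69 FPM (n = 5, exact p = 0.00794).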

*Klf15* (Kruppel-like factor 15) and *Spp1* (Secreted Phosphoprotein 1, codes for Osteopontin—OPN) were among the latter (Figure 6a). 

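In the direct comparison of EGF+U46619 with U46619 across all genes, neither Klf15 nor Spp1 passed the threshold. Klf15 differed by −0.77 after 24 h (edgeR FDR = 1.0, unadjusted p = 0.00145). Spp1 differed by 1.30 after 24 h (unadjusted p = 0.0644 from edgeR) and by 2.19 after 48 h (standard error 0.56, unadjusted p = 0.000419 and FDR = 1.0 from edgeR, FDR = 0.0949 from DESeq2). Their departure from the sum of the log2-fold changes of EGF and U46619 was 0.02 for Klf15 after 24 h (standard error 0.31), −1.10 for Spp1 after 24 h (standard error 0.93) and 1.45 for Spp1 after 48 h (standard error 0.66, unadjusted p = 0.035 from edgeR). The pairing changed this call for Spp1. With limma on the differences within culture sets, an alternative added after the data were seen, its departure passed after 48 h (FDR = 0.0443 from limma). After 24 h it did not (FDR = 0.124 from limma).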

The products of these two genes have been associated with vascular injuries and diseases [39,40,41].

*Klf15* expression was regulated during the early response (intersection i7 in Figure 4a). Indeed, differentially expression analyses showed *Klf15* to be significantly down-regulated by EGF or/and U46619 after 24 h only (Supplementary Table S1), with a stronger response induced by the combined stimuli (*log2*-fold change = −2.26 when compared to control). qPCR on independent samples confirmed the regulation after 24 h (Figure 6b). Nevertheless, it also showed that this effect of EGF and U46619 lasted after 48 h, but without a visible synergistic effect of the two substances anymore. 

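Klf15 lies on chromosome 6 from 90462576 to 90475238. After 24 h it was measured at 29.1 ± 5.58 FPM in control, 17.0 ± 3.92 with EGF, 10.2 ± 2.96 with U46619 and 6.06 ± 1.63 with EGF+U46619 (SD, n = 6 each). The log2-fold changes were −0.79 with EGF (standard error 0.22, FDR = 0.088 from edgeR and 0.0327 from DESeq2), −1.50 with U46619 (standard error 0.22, FDR = 1.66e-05 from edgeR) and −2.27 with EGF+U46619 (standard error 0.23, FDR = 6.31e-08 from edgeR). Klf15 was lower than in the control of the same mouse in 6 of 6 mice with EGF, but was not counted as a DEG there because it passed in DESeq2 only. It was a DEG with EGF under the likelihood ratio test and without replicate 6 (−0.86). The level with EGF+U46619 was lower than with EGF (exact two-sided permutation test, p = 0.00216, n = 6) and than with U46619 (exact p = 0.013, n = 6). After 48 h it was measured at 19.8 ± 9.27 FPM in control (n = 10), 19.8 ± 10.3 with EGF (n = 10), 15.4 ± 4.74 with U46619 (n = 5) and 13.8 ± 4.44 with EGF+U46619 (n = 5). The EGF mean includes replicate 4 of the EGF/AngII batch at 44.57 FPM, while the other 9 cultures lay between 9.71 and 26.4 FPM. With EGF+U46619 after 48 h the log2-fold change was −0.74 (standard error 0.27, FDR = 0.0783 from edgeR and 0.0406 from DESeq2), and it passed with the culture set in place of the mouse (−0.78) and in the EGF/U46619 batch alone. By culture set of that batch, Klf15 was lower in 5 of 5 with U46619 (−0.73 ± 0.31) and with EGF+U46619 (−0.87 ± 0.34). With EGF it was lower in 4 of 5 (−0.30 ± 0.30, SD, n = 5).

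**Figure D1:**
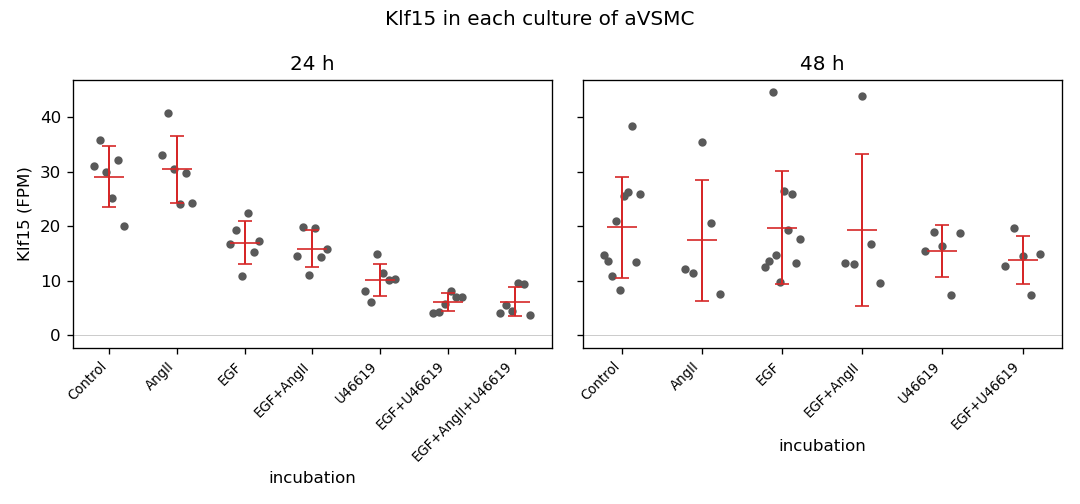
FPM of Klf15 (vertical axis) in each culture, by incubation (horizontal axis), after 24 and 48 h; points are cultures, red marks are the mean and lines the SD. After 24 h the 6 cultures with EGF+U46619 average 6.06 FPM, and the 6 control cultures 29.1 FPM.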

The lack of specific antibodies prevented the measurement of *KLF15* protein expression.

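Spp1, which encodes osteopontin, lies on chromosome 5 from 104435118 to 104441050. After 24 h it was measured at 38.8 ± 43.5 FPM in control, 141 ± 117 with EGF, 164.6 ± 225.6 with U46619 and 286.5 ± 184.8 with EGF+U46619 (SD, n = 6 each). Single cultures weigh on these means, such as 362.6 FPM with EGF in replicate 3 (the others at most 145.8) and 611.7 FPM with U46619 in replicate 6 (the others at most 131.7). Against control, the log2-fold change was 2.40 with EGF (standard error 0.72, FDR = 0.101 from edgeR and 0.031 from DESeq2), 1.93 with U46619 (standard error 0.69, FDR = 0.0288 from edgeR) and 3.23 with EGF+U46619 (standard error 0.73, FDR = 0.000741 from edgeR), where 6 of 6 mice were higher. The level with EGF+U46619 after 24 h did not differ from that with EGF or U46619 by more than the spread between cultures (exact two-sided permutation test, p = 0.154 and 0.338, n = 6). After 48 h, Spp1 was measured at 64.1 ± 51.4 FPM in control (n = 10), 107 ± 49.7 with EGF (n = 10), 173.5 ± 78.3 with U46619 (n = 5) and 781 ± 391 with EGF+U46619 (n = 5). The log2-fold change with EGF+U46619 was 3.65 (standard error 0.48, FDR = 2.2e-05 from edgeR), with 5 of 5 culture sets higher, against 0.74 with EGF and 1.46 with U46619 (standard error 0.47, FDR = 0.0664 from edgeR). In the EGF/U46619 batch, Spp1 was also higher in 5 of 5 culture sets with EGF (1.23 ± 0.56) and with U46619 (2.14 ± 1.06). With EGF+U46619 the mean by culture set was 4.14 ± 1.62 (SD, n = 5). The level with EGF+U46619 was higher than with EGF (n = 10, exact p = 0.000999) and than with U46619 (n = 5, exact p = 0.0238). Adjusted over the 48 comparisons of the Table 2 genes (Benjamini-Hochberg), the p-values of this exact test were 0.016 and 0.0571. The test does not pair culture sets, and the EGF cultures span both batches whereas those with EGF+U46619 come from 1.

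**Figure D2:**
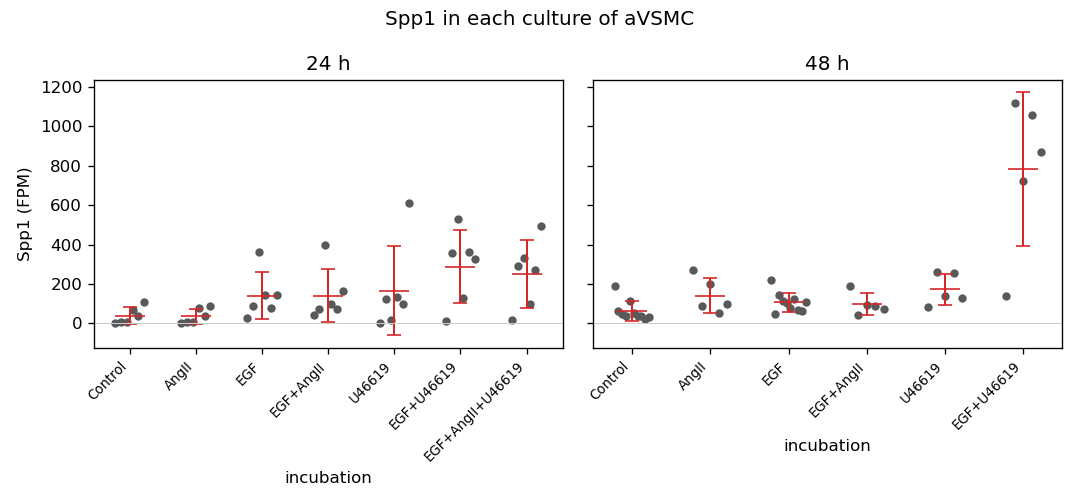
FPM of Spp1 (vertical axis) in each culture, by incubation (horizontal axis), after 24 and 48 h; points are cultures, red marks are the mean and lines the SD. After 48 h the 5 cultures with EGF+U46619 average 781 FPM, and the 5 with U46619 173.5 FPM.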

On the contrary, *Spp1* was continuously (lasting effect, intersection i17 in Figure 4a) and strongly up-regulated by the combination of EGF and U46619 in the RNA-sequencing data (*log2*-fold change = 2.89 and 3.61 after 24 and 48 h, respectively). qPCR confirmed the severe up-regulation by EGF and U46619 (10-fold increase in comparison to the control group) at the mRNA level (Figure 6b). Additionally, ELISA measurement confirmed that EGF and U46619 also triggered a strong up-regulation (7-fold increase) of the secreted OPN (Figure 6c).

## 4. Discussion

In this study, we aimed to show that relevant assessments have to include the investigation of a receptor as a function of the activation status (on/off) of other receptors, as having models close to physiological or pathophysiological situations allows more reliable observations and conclusions to be made. We wanted a health-wise pertinent and controlled in vitro model to do that. We, therefore, focused on aVSMC and their inherent functional interaction of EGFR, AT1R and TP, which are relevant receptors in the cardiovascular system physiology and related diseases. RNA-sequencing was used as an unbiased and global readout to assess the long-term effect of each receptor and of their crosstalk on gene expression.

Evidence of functional interaction of EGFR with TP and especially with AT1R concerning the regulation of phenotypical changes in the cardiovascular system (e.g., blood pressure regulation, wall stiffening) already exists [13,14,15]. Additionally, some studies hint at a possible synergistic response subsequent to the activation of EGFR and of one of the other two receptors, including for cell proliferation [42] or DNA synthesis [43,44] regulation. However, the underlying mechanisms and particularly the changes in gene expression that result in these phenotypical changes remain unclear. To our knowledge, this study is the first one that fills this gap by providing transcriptomic data from primary vascular smooth muscle cells following the activation of the various receptors of interest.

Moreover, by focusing on moderate and late time points of their activation timeline, our data capture the long-term effects of receptor activation on gene expression, which is relevant to explaining phenotypical changes and pathophysiological mechanisms. Incidentally, aVSMC showed a time-dependent response to receptor activation, with less DEG identified after 48 h than 24 h and different predicted cellular consequences by the functional analysis at the two time points. A change in aVSMC ability to respond to the different stimuli (given in saturating amount) may have been at the origin of these variations as close to no EGFR remained after 24 h incubation with EGF, and the mRNA expression of TP was halved after 24 h incubation with U46619. This suggests that significantly less EGFR and TP are available to convey the signal into the cells already after 24 h of activation.

While we observed gene expression regulation upon EGFR or TP-activation, aVSMC did not show signs of responsiveness to exclusive AT1R-activation. Because AT1R (encoded by *Atr1a* and *At1rb* in rodents) was barely detectable in our RNA-sequencing data, a finding confirmed for *At1ra* (main source of AT1R [4]) by ddPCR, we suppose that the lack of responsiveness to the stimulation with AngII alone was linked to the low expression level of its receptor. Nevertheless, the detection of mRNA coding for AT1R, although at a low level, enabled us to pursue our study. Indeed, for lack of effects on gene expression of AT1R activation per se, it was of interest to determine whether AT1R activation affects gene expression in combination with other receptors. AngII turned out to have a positive modulatory effect in the presence of activated EGFR, leading to a trend towards increased EGFR phosphorylation (but not ERK1/2 phosphorylation) and to a higher number of genes regulated by EGF (qualitative synergism) after 24 h. Thus, AngII does not have an effect on its own but intensifies the effect of EGF, likely via one of its ERK1/2-independent associated pathways [4]. 

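AngII was combined with U46619 only in the presence of EGF. In the direct comparison of EGF+AngII+U46619 with EGF+U46619 after 24 h, 0 genes passed the threshold and 569 had an unadjusted p under 0.05 in both tools. Of the 1004 genes called with the 3 substances and not with EGF+U46619, 197 (19.6%) had an unadjusted p under 0.05 from edgeR in this comparison, and of the 808 genes called with EGF+U46619 and not with the 3 substances, 48 (5.94%) did, against 782 of all 14653 genes tested (5.34%). No gene passed in any of the fits that left out 1 mouse. Genes called in 1 list only are selected for a difference, so these shares do not show an effect of AngII. The EGF+AngII+U46619 library of replicate 3 also stood apart from its group. With limma on the differences within each mouse, 0 genes passed and 48 had an unadjusted p under 0.05.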

On the contrary, there was no detectable interaction of AT1R with TP.

Meanwhile, the combination of EGF and U46619 led to synergistic gene expression regulation in both qualitative and quantitative manners. This is particularly striking after 48 h, where the synergistic response elongates the effect of EGF as it has no effect on its own anymore but still potentiates the effect of U46619. This lasting overadditive response to the simultaneous EGFR and TP-activation may partially result from the slightly but significantly reduced EGF-induced degradation of EGFR in the presence of U46619 (suggesting that more EGFR remains available at the cell surface for further signal transduction) and from the enhanced EGFR phosphorylation. In addition, bioinformatics analysis predicted that some putative key regulators of the gene expression regulation are specifically activated by the simultaneous receptor activation. Taken together, these results imply that the synergistic gene expression regulation that follows the simultaneous activation of EGFR and TP may result both from the amplification of existing downstream cascades and from the activation of distinct ones.

The results of the functional analysis also support this observation. Indeed, while the genes regulated only upon the simultaneous activation of two receptors (qualitative synergism) were not enriched in pathways related to distinct cellular processes in comparison to the genes indifferently regulated by single or double incubations, they were also significantly enriched in pathways related to similar processes, suggesting a putative additional or distinct effect specifically induced by the double incubation. For instance, genes regulated upon the individual or combined activation of EGFR and TP, but also genes regulated specifically by their combined activation, were significantly enriched in pathways related to cell cycle and DNA replication. We could experimentally confirm the alteration of DNA synthesis by EGF and U46619 alone, which led to an increase and to a decrease in BrdU incorporation in aVSMC, respectively. However, the incubation with both EGF and U46619 had no effect (no significant change in BrdU incorporation). Previous studies showed that EGFR-activation is associated with VSMC proliferation [15,45], and it is generally accepted that TP-activation promotes it as well. Nevertheless, the published results on this point show contradictions. For instance, U46619 was found to increase DNA synthesis in human bronchial VSMC cultivated with 1% serum [46] and in rat aVSMC cultivated in serum-free media, which was enhanced by the addition of platelet-derived grown factor (PDGF) [47]. However, another study reported that U46619 alone was not sufficient and that PDGF was actually required to trigger DNA synthesis in serum-free bovine coronary VSMC [48]. On the other hand, one study showed that U46619 triggered the cell cycle exit of serum-free piglet pulmonary artery monocytes [49]. Therefore, the role of TP in cell proliferation regulation appears highly context-dependent, and the published results suggest an ability to potentiate the effect of growth factors rather than a mitogenic effect. In that respect, concerning the regulation of DNA synthesis by the combined TP and EGFR-activation in particular, Kong et al. [43] previously reported that U46619 potentiates the EGF-induced ^3^H-thymidine incorporation in smooth airway muscle cells. However, we could not find any information regarding VSMC and our results suggest that the individual effects of EGF and U46619 on DNA synthesis cancel each other in aVSMC. This may result from a compensatory effect of the genes regulated by each substance or from the synergistic gene expression regulation (with the regulation of a distinct group of genes).

Additionally, regulated genes by U46619 alone or in combination with EGF were significantly associated with cellular senescence. The latter is an aging process during which cells stop proliferating but do not die [50]. Senescent cells also undergo various phenotypical changes, such as an increase in the endogenous β-gal activity, then called SA-β-gal. We observed that the incubation with U46619 did not change aVSMC apoptosis rate but led to a reduction in DNA synthesis and an increase in SA-β-gal. This suggests that TP-activation is associated with senescence development in aVSMC. Nevertheless, while EGF does not appear to regulate cell senescence on its own, its addition led to an inhibition of the U46619-induced effect.

Therefore, regarding DNA synthesis and cellular senescence, the downstream effects of EGFR and TP-activation appear to modulate rather than potentiate each other. Because a shift from a contractile phenotype to a proliferative one and cellular senescence has been both associated with vascular diseases [51,52], this equilibrium between EGFR and TP-activation consequences may, therefore, lead to a protective state in aVSMC.

Some of the predicted key regulators of gene expression following the simultaneous activation of EGFR and TP have also been described as regulators of DNA synthesis, cell cycle and cell senescence. For instance, the histone demethylase KDM5B promotes pulmonary arterial VSMC proliferation [29] and fibroblasts senescence [35]. On the other hand, S100A6 was described as a repressor of senescence traits [30]. The activity of these proteins is predicted to be down and up-regulated, respectively, supporting the thesis of a balanced effect of the two substances. Further experiments to evaluate the consequences of EGFR and TP-activation on the activity of these regulators are still required.

Finally, our targeted approach highlighted two vascular disease-related genes synergistically regulated by EGF and U46619. *Klf15* encodes for a transcription factor of the same name. It has been identified as an inhibitor of cell proliferation in VSMC [39] that is strongly expressed under basal conditions but significantly reduced after injury [40]. It was down-regulated by EGF and/or U46619, suggesting an increase in cell proliferation for all conditions. We thus could not link the phenotypical changes we observed and KLF15. Nevertheless, KLF15 can have pleiotropic effects as a transcription factor, and further studies are needed to identify its exact role in this context.

OPN (*Spp1*) was reported to be regulated downstream of EGFR phosphorylation [53]. Its overadditive regulation by EGF and U46619 could, therefore, result from the double stimuli-dependent enhanced EGFR phosphorylation we observed. The role of OPN in vascular diseases is highly controversial and has been profusely discussed over the last years [41,54,55]. For instance, it is used as a biomarker of vascular remodeling due to its high concentration in plasma from patients with cardiovascular diseases and in vessels from animal models for atherosclerosis. However, many in vivo studies demonstrated its ability to inhibit vascular calcification, suggesting that the high OPN concentrations are actually a protective mechanism against advanced stages of vascular diseases such as atherosclerosis. Additionally, evidence suggests that OPN may have different functions depending on post-transcriptional modifications, its concentration and through time. While we could not directly relate the synergistic up-regulation of OPN to the phenotypical changes we monitored, we propose that OPN may be involved in the putatively protective EGFR-TP system.

## 5. Conclusions

In conclusion, the simultaneous activations of EGFR and AT1R or TP enhance the response to the former concerning gene expression regulation in aVSMC, including for genes involved in the cardiovascular system maintenance. However, the phenotypical changes downstream of EGFR and TP-activation appear to balance, implying physiological feedback in pathways downstream of the two receptors. Thus, although additional experiments are still needed to confirm the hypotheses generated here, and even though both EGFR and TP-activation are usually associated with harmful outputs in the cardiovascular system, this first evidence suggests a protective EGFR-TP system in aVSMC. This study and its results, therefore, highlight the importance of using unbiased approaches that are as close to physiology as possible in order to draw accurate conclusions concerning the role of a given receptor.

## Figures and Tables

**Figure 1:**
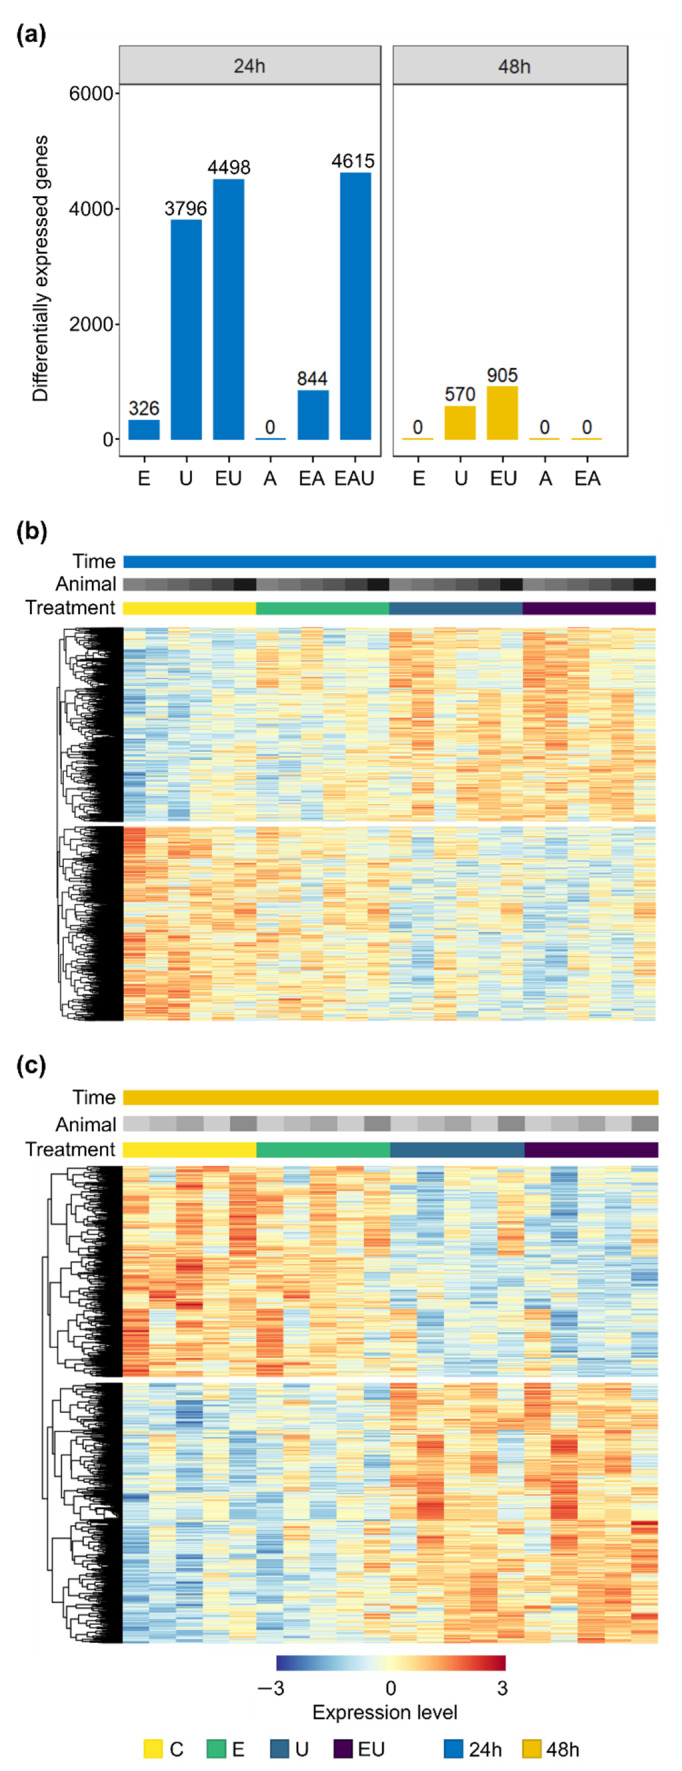
**EGF and U46619 lead to gene expression regulation in aVSMC but not AngII.** E: EGF, U: U46619, EU: EGF and U46619, A: AngII, EA: EGF and AngII, EAU: EGF and AngII and U46619. (**a**) Number of differentially expressed genes (DEG) after 24 and 48 h incubation (compared to the respective control groups). (**b**,**c**) Heatmaps showing the normalized expression (*log* scale) of genes identified as significantly regulated for at least one comparison (EGF or U46619 or EGF and U46619-treated vs. control group) in the analyses for 24 h (**b**) or 48 h (**c**) incubation. A total of 4921 and 984 genes were thus included for each time point. Each row represents a gene, and each column a sample. Expression levels were additionally row-wise centered (subtraction of the mean from each value) and scaled (division by the standard deviation). Rows were clustered based on Euclidean distance (complete method, calculated by pheatmap, version 1.0.12—https://cran.r-project.org/package=pheatmap (accessed on 19 May 2022)). Heatmaps comprising all conditions are available in Supplementary Figure S3.

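The DEG with EGF, U46619 or EGF+U46619 numbered 5017 genes in all after 24 h, and those with U46619 or EGF+U46619 numbered 1073 after 48 h, where EGF added none. Leaving out 1 mouse gave between 3665 (without replicate 2) and 5315 (without replicate 3) genes after 24 h, and leaving out 1 culture set gave between 377 (without replicate 3 of the EGF/U46619 batch) and 1229 (without replicate 4 of the EGF/AngII batch) after 48 h.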

**Figure 2:**
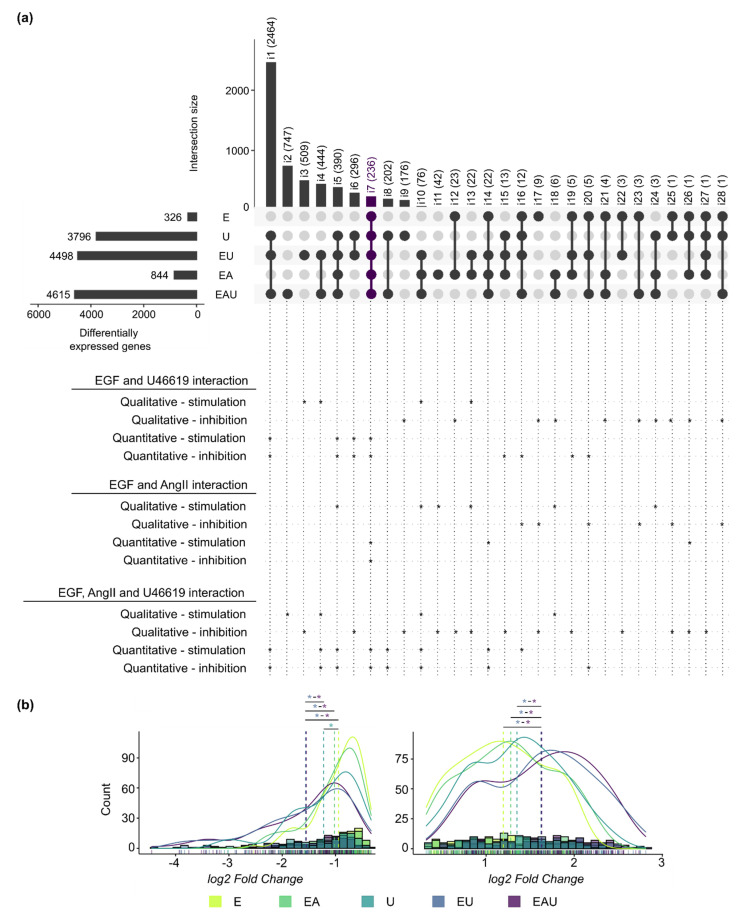
**EGFR and TP act, in part, synergistically on gene expression regulation after 24 h (next page).** (**a**) The overlaps of the lists of DEG after 24 h incubation are presented in an UpSet plot. Each row corresponds to a set of DEG and each column to one segment of a hypothetical Venn diagram. A black or a grey dot indicates that this set is included or not in this intersection, respectively. The names (i1 to i28) and the number of comprised genes are indicated for each intersection. The interactions between EGF, AngII and U46619 are indicated below the UpSet plot. Asterisks (*) mark intersections comprising genes regulated in a synergistic manner. “Qualitative-stimulation” and “-inhibition” means that an additional stimulus leads to or blocks the regulation of a new set of genes, respectively, in comparison to a simpler incubation. On the other hand, “quantitative-stimulation” or “-inhibition” means that genes had significantly different (*p* < 0.05) expected and measured fold changes when comparing single and multiple incubations (see Methods and Supplementary Table S2). (**b**) Histograms and density curves for the *log2*-fold changes (calculated by edgeR) of the genes comprised in intersection i7 (left: down-regulated genes, right: up-regulated genes). The dotted lines correspond to the mean. The Kolmogorov–Smirnov test was used to assess if the shifts in distribution were statistically significant (* *p* < 0.05. The color of the asterisks corresponds to the treatment with which the comparison was made.). Detailed *p*-values and histograms for the other intersections are shown in Supplementary Figure S4.

**Figure 3:**
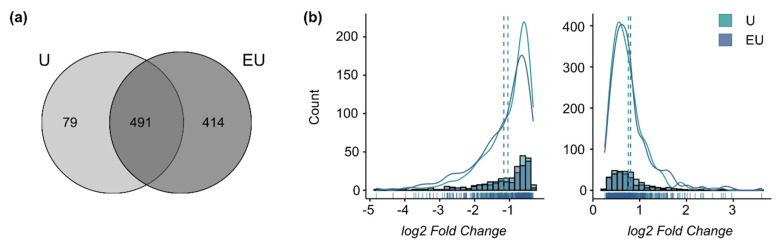
**EGFR and TP-activation triggers a qualitative but no quantitative synergistic regulation after 48 h.** (**a**) Overlap of the lists of DEG after 48 h incubation. (**b**) Histograms and density curves for the *log2*-fold changes (calculated by edgeR) of the genes comprised in the intersection of the Venn Diagram. (left graph: down-regulated genes, right graph: up-regulated genes). The dotted lines correspond to the mean. The Kolmogorov–Smirnov test was used to assess if the shifts in distribution were statistically significant.

**Figure 4:**
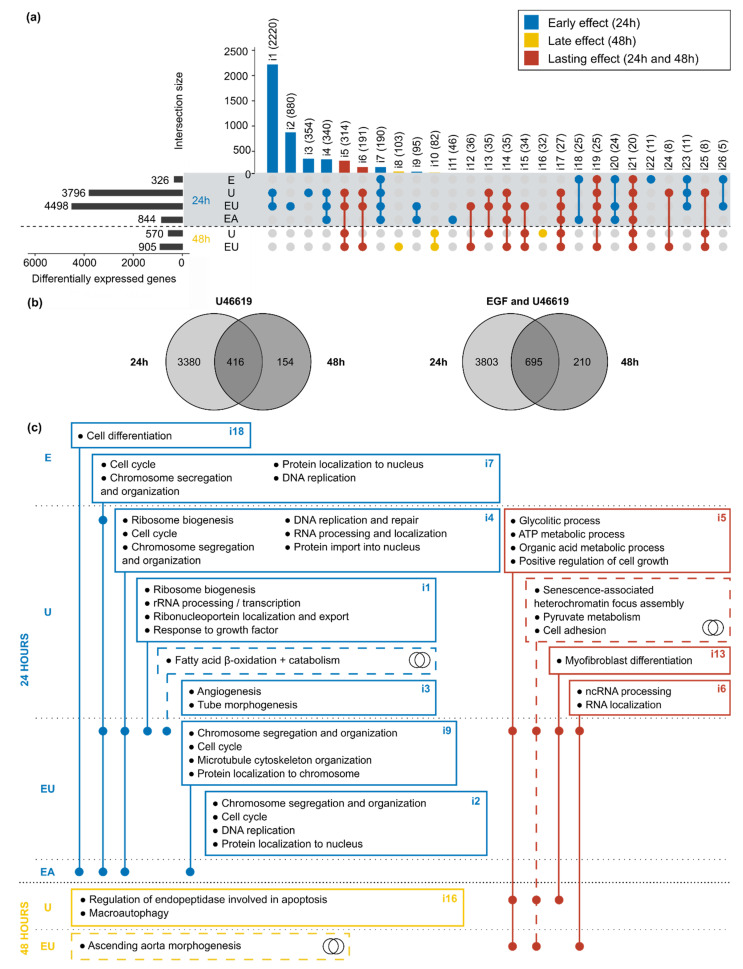
**EGFR and TP putative regulation of cell cycle, cell death and metabolism-related pathways are time-dependent.** (**a**) Overlaps of all lists of DEG after 24 and 48 h incubation. Only intersections comprising at least 5 genes are displayed. The name (i1 to i26) and the number of comprised genes are indicated for each intersection. The intersections are divided into three subgroups corresponding to “early” (DEG after 24 h incubation), “late” (48 h) and “lasting-effects” (24 and 48 h). (**b**) Direct comparison of the lists of DEG after 24 and 48 h for the two conditions (U46619 and “EGF and U46619”) that led to gene expression regulation at both time points. (**c**) The genes comprised in each intersection of the UpSet plot (Figure 4a) and in the different parts of the Venn diagram (Figure 4b) were used as inputs for GO term enrichment analysis. The figure displays the main enriched terms and is based on the same principle as an UpSet plot, with a dot in each concerned row. The intersection numbers of the UpSet plot or miniature Venn diagram symbols indicate which lists of genes were used as the input.

**Figure 5:**
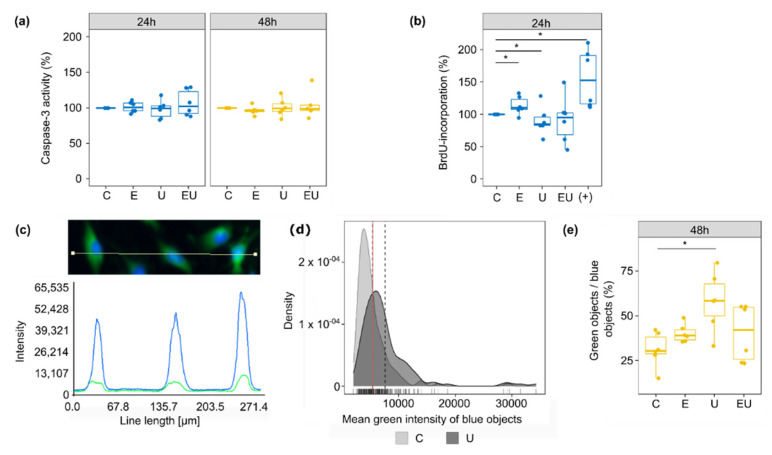
**Effect of EGFR and TP receptor activation on apoptosis, cell cycle and senescence.** (**a**) Caspase-3 activity was measured after 24 and 48 h incubation with EGF and/or U46619. The control condition (media without stimuli) was used as a reference for each independent replicate (*n* = 5–6). (**b**) DNA synthesis rate was measured with BrdU incorporation after 24 h incubation with EGF and/or U46619. The supplemented media used for the usual cultivation of aVSMC (+) served as a positive control. The control condition (media without stimuli) was used as a reference for each independent replicate (*n* = 6). (**c**–**e**) β-gal activity was measured in the green channel (after staining with C12FDG) of a fluorescence microscope, while Hoechst staining (blue channel) permitted the identification of cell nuclei (blue object) (*n* = 6). (**c**) Because the green signal mostly co-localized with the blue one, the β-gal activity of a single cell was defined as the mean green intensity of the corresponding blue object. (**d**) In order to determine which objects showed an enhanced β-gal activity (senescent cells), the mean green intensity of blue objects was plotted for the control (lower signal) and U46619-treated (brighter signal) groups (density plots). The grey dashed lines and red solid one depict the mean for each distribution and the intersection of the two distributions, respectively. The value at the crossing of the red line on the *x*-axis was used as the cut-off to determine if an object was greener than randomly expected (green objects). This threshold was determined for each independent experiment. Each time, the Kolmogorov–Smirnov test was used to ensure that the shifts in distribution were significant (*p* < 0.05). (**e**) The fraction of senescent cells was defined as the percentage of blue objects that were also green. * Wilcoxon test *p* < 0.05.

**Figure 6:**
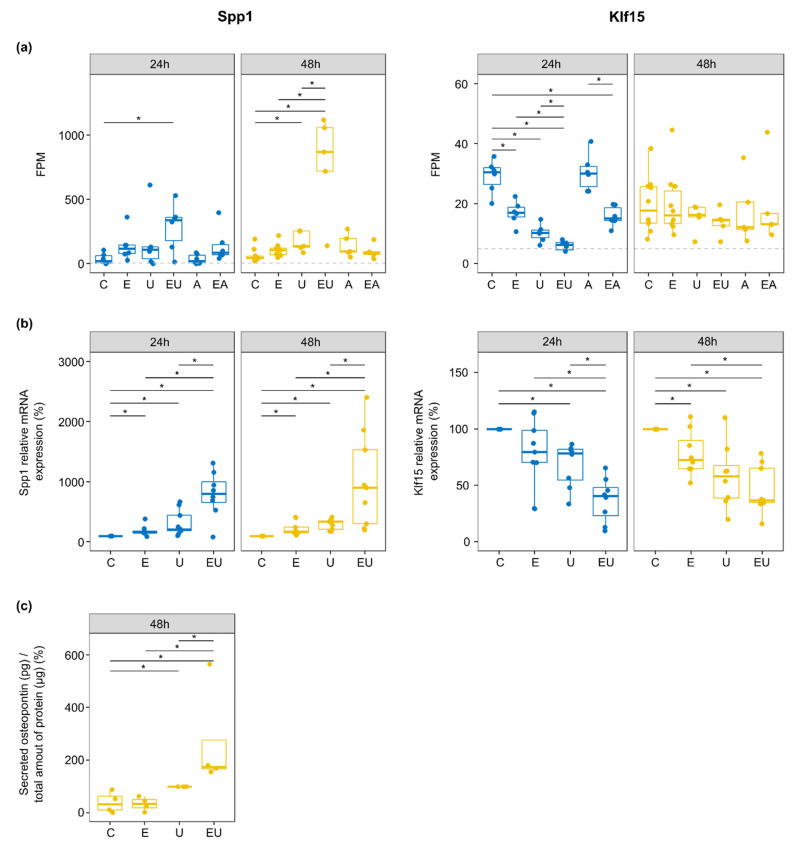
**EGFR and U46619 synergistically regulate two cardiovascular relevant genes, *Spp1* and *Klf15*.** (**a**) FPM for *Spp1* and *Klf15* genes. The dotted line corresponds to the 5 FPM threshold employed to filter out lowly expressed genes (* *p* < 0.05—*t*-test). (**b**) Relative mRNA expression of *Spp1* and *Klf15* measured by qPCR. Outliers were removed, and the control group was used as a reference for each independent replicate. (*n* = 8–9, * *p* < 0.05—Wilcoxon test). (**c**) The amount of secreted OPN after 48 h incubation was measured by ELISA and normalized to the total amount of protein isolated from the cells cultivated with the measured media. The U46619-treated group served as a reference as the values for the control groups were close to the background ones (*n* = 4, * *p* < 0.05—Wilcoxon test).

**Table 1:** **Predicted regulators of the changes in gene expression induced by EGF or/and U46619.** IPA software-calculated Z-scores based on annotations in its internal database. Negative and positive Z-scores correspond to predicted enhanced and inhibited the activity of the regulator, respectively. N/A stands for undetermined Z-scores either because there was no enrichment for this regulator for a given dataset (−log(adj-*p*) = 0) or because of a lack of information concerning the direction in which this regulator may influence enriched genes (-log(adj-*p*) ≠ 0). Predicted upstream regulators were filtered for EGF, U46619 and “EGF and U46619”-specific ones. To do so, the whole list of putative regulators (Supplementary Table S6) was filtered for Z-scores and adjusted *p*-values. For instance, to identify actors that may regulate gene expression only when incubated with EGF alone, the list was filtered on one hand for |Z-score_EGF_| ≥ 2 and –log(adj-*p*_EGF_) ≥ 3 (corresponds to adjusted *p*-value ≤ 0.001) and on the other hand for |Z-score_U46619_| < 2, |Z-score_EGF+U46619|_ < 2, –log(adj-*p*_U46619_) < 3 and –log(adj-*p*_EGF+U46619_) < 3. The same strategy was applied for the other categories using appropriate filters.

		EGF		U46619		EGF and U46619	
		Z-Score	−log(adj-*p*)	Z-Score	−log(adj-*p*)	Z-Score	−log(adj-*p*)
EGF-specific	IL2	2.12	3.20	1.32	1.32	0.92	1.14
	NLRP3	−3.00	3.64	−0.93	1.18	−1.73	0.97
U46619-specific	EIF2AK3	N/A	0.00	3.08	4.21	1.86	2.18
	PNPT1	N/A	0.00	3.34	3.80	N/A	0.00
EGF and U46619-specific	IKBKG	N/A	0.00	−1.79	2.45	−2.18	3.92
	KDM5B	−1.97	1.78	−1.75	0.83	−2.64	4.13
	MAX	N/A	1.21	N/A	1.82	2.00	4.04
	PCLAF	N/A	0.00	N/A	0.00	3.16	3.37
	PTGER2	N/A	0.00	N/A	0.00	4.70	6.61
	S100A6	1.07	2.07	1.71	0.74	2.35	3.02
	TFEB	N/A	0.00	−1.92	2.30	−3.92	3.81

**Table 2:** **Quantitative synergistic effect on gene expression.** FPM comparison highlighted genes for which the incubation with combined substances led to a significant increase in the effect magnitude. Genes with *p* < 0.05 (*t*-test) when comparing EGF to “EGF and U46619” and U46619 to “EGF and U46619” were selected. “Substances” and “regulation” columns indicate which combination triggered a synergistic effect and in which direction.

Gene	Ensemble Identifier	Intersection	Substances	Regulation
*Ctdsp1*	ENSMUSG00000026176	i1	EGF, U46619	Down
*Fam110b*	ENSMUSG00000049119	i5	EGF, U46619	Down
*Gm6665*	ENSMUSG00000091561	i17	EGF, U46619	Down
*Gstm2*	ENSMUSG00000040562	i17	EGF, U46619	Down
*Hadhb-ps*	ENSMUSG00000063684	i1	EGF, U46619	Down
*Inpp4a*	ENSMUSG00000026113	i1	EGF, U46619	Down
*Klf15*	ENSMUSG00000030087	i7	EGF, U46619	Down
*Mtap*	ENSMUSG00000062937	i1	EGF, U46619	Up
*Pcif1*	ENSMUSG00000039849	i1	EGF, U46619	Down
*Spp1*	ENSMUSG00000029304	i17	EGF, U46619	Up
*Srr*	ENSMUSG00000001323	i6	EGF, U46619	Down
*Tpst1*	ENSMUSG00000034118	i1	EGF, U46619	Down

## Data Availability

The analyzed data supporting the conclusions of this article are included within this article and its additional files. Additionally, raw RNA sequencing data are publicly available on Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo (accessed on 19 May 2022)). GEO accession number: GSE179389.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11121936/s1. Supplementary Methods; Figure S1: Principal component analyses reveal a batch- and an animal-effect on gene expression; Figure S2: aVSMC express genes coding for AT1R, EGFR and TP but respond to exclusive EGF- and U46619-stimulation only; Figure S3: Differentially expressed genes clustering; Figure S4: log2-fold change distributions of DEG after 24 h incubation; Figure S5: Overview of the upstream regulator analysis results; Figure S6: U46619 itself or combined with EGF regulate gene expression in the same direction after 24 and 48 h incubation; Figure S7: FPM comparison to highlight synergistic regulation by EGF with U46619 or AngII; Table S1: Overview of the differential expression analyses results; Table S2: Quantitative synergism in gene expression regulation; Table S3: GO term enrichment analysis with sets of random genes; Table S4: GO term enrichment analysis results (UpSet plot—Figure 4a); Table S5: GO term enrichment analysis results (Venn diagram—Figure 4b); Table S6: Predicted upstream regulators for EGF and U46619-effect after 24 h.

How the deposited data were processed for this re-analysis (not part of the article)

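RNA from aVSMC was sequenced in 82 libraries, 42 after 24 h and 40 after 48 h incubation, with the groups and numbers of cultures given in the text. The authors aligned the reads to mm10 with HISAT2 and counted them per Ensembl gene with featureCounts, and the deposited table holds these counts as whole numbers, without normalization or filtering. Reads that align to several places were included by the authors, so genes with a near-identical copy share counts. Of 55401 genes, 34819 have a count in at least 1 library. All genes of chromosomes 9, X and Y and of the mitochondrial chromosome are listed at 0, 7075 genes in all. Gene names come from the deposited table. Positions are those of a GENCODE annotation of GRCm38, the build that mm10 names, on which no coordinate was converted. The conditions, replicate numbers and mouse numbers come from the sample labels and the paper's methods.

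Counts were analysed with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 in R 4.3.3, and with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 in Python 3.11.15. The paper used earlier versions of edgeR and DESeq2. FPM are counts scaled by the TMM library size, as in the paper, computed separately for each time point. Genes were filtered with edgeR's filterByExpr, which kept 14653 genes after 24 h and 15796 after 48 h, and 14528 at both. Each time point was fitted once with all its groups and with the mouse and the treatment as terms. A DEG had an FDR under 0.05 in both edgeR's quasi-likelihood test and DESeq2's Wald test, where DESeq2's independent filtering left some genes without an FDR, and a mean of at least 5 FPM in 1 of the groups compared. An FDR from edgeR, DESeq2 or limma is a Benjamini-Hochberg adjusted p. Standard errors beside a log2-fold change are those implied by edgeR's test statistic. Direct comparisons between incubations and interactions used contrasts of the same fits.

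Mouse numbers at 48 h follow the labels, which give 5 mice for 10 culture sets, while the methods state a different mouse for each replicate; the culture set in place of the mouse was an alternative. Whether the numbers pair the samples was checked from the correlation between the deviations of cultures from their group means. After 24 h, 126 of 126 pairs of groups within a mouse had a correlation over 0.1 (minimum 0.633, median 0.839). After 48 h, 57 of 60 pairs within a culture set did (minimum −0.419, median 0.796), and the exceptions involve 1 control library described in the closing section. The cultures of a replicate number are stated to come from the same mouse.

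The total count per library was 16483529 to 20818809 after 24 h and 19936925 to 33916114 after 48 h. On counts simulated with the means, spread and library sizes of the 24 h libraries, with 200 of 14653 genes changed, 133 of the changed genes were recovered among 142 calls. For 48 h, 145 of 200 changed genes among 15796 were recovered in 152 calls, with 63 of 66 genes changed 4-fold, 52 of 67 changed 2-fold and 30 of 67 changed 1.5-fold. No recovered gene had the wrong sign (0 genes). The simulated libraries varied independently around their mouse, so the 48 h simulation lacks the variation shared within a culture set. Of 8 gene lists, the 1 that was raised in the simulation was called and 0 of the other 7 were.

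Amplitudes were the mean over genes of the log2-fold change towards the direction of regulation, per mouse or culture set, from log2(FPM + 0.5). Expected fold changes followed the paper's methods, on FPM. Both, and the differences between receptor genes, were tested with exact sign-flip permutation tests over mice or culture sets. Tests over culture sets take them as independent, although the labels give some sets of the EGF/U46619 batch the same mouse number. The genes of Table 2 were compared with exact two-sided permutation tests of FPM. The 8 gene lists were the mitotic cell cycle, DNA replication, ribosome biogenesis, glycolysis, fatty acid beta-oxidation, senescence, apoptosis and contractile smooth muscle, written from general knowledge before the data were examined, and tested with camera on voom-transformed counts with a correlation of 0.01. The genes named in the text were fixed by a rule set before the data were examined. They are the receptor genes, the genes of Table 2, the reference genes of the paper's methods (Gapdh, Eef2, Hsp90aa1 and Hsp90ab1), the 2 DEG with the largest increase and the 2 with the largest decrease per comparison among those changed the same way in every mouse or culture set of the EGF/U46619 batch, and at most 3 members of a gene list. A gene that this rule selects is not reported here. Scg2 falls outside the rule and was named after its values were seen.

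The alternatives tried were each tool alone, edgeR's likelihood ratio test, DESeq2's size factors in edgeR, no FPM minimum, a minimum of 10 counts in every library, a filter at the tested time point only, no mouse term, only the groups compared in the fit, and leaving out each mouse or culture set. For 48 h they also included the culture set as the block, the batch as a further term, 1 batch alone and the cultures of 1 mouse summed. Other pseudocounts, tests and gene selections were tried for amplitudes, expected fold changes, Table 2, receptor genes and gene lists. These were set before the data were examined, and 3 more were added afterwards: gene lists from the likelihood ratio test for the amplitude, limma on differences within culture sets, and receptor genes averaged over the cultures of 1 mouse. The paper's qPCR, ddPCR, ELISA, Western blot, caspase, BrdU and SA-β-gal measurements and its upstream and gene ontology analyses were not analysed here. The copy of Table S1 used here holds 1512 of the paper's 6764 genes, so no overlap with it was computed.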

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

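The total counts and the FPM of Egfr, Tbxa2r, Agtr1a, Klf15 and Spp1 were searched, in 78 groups of 5 to 10 cultures, for a culture far from the others, which chance gives in about 1 of 20 groups. Such a culture was found in 14 groups. Of 22 comparisons of an effect between the time points, 8 had an exact p under 0.05 and 0 passed after Benjamini-Hochberg adjustment (lowest 0.0714, shared by 6). The only 1 described below is that in which every culture moved in opposite directions at the 2 time points. The tests of library size and of gene lists moving apart in this part were chosen after these results were seen.

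Agtr1a stood out in replicate 1 after 24 h. It was measured there at 31.73 FPM with AngII (the other mice at most 3.51), 19.7 FPM in control (at most 3.18), 6.789 FPM with U46619 (at most 1.57) and 2.415 FPM with EGF+U46619 (at most 0.620), and it was highest in replicate 1 in all 7 incubations. After 48 h, replicate 5 of the EGF/U46619 batch had 7.02 FPM in control (the others at most 2.82) and 5.095 FPM with U46619 (at most 1.12). A difference in library size is argued against, since the median total count of the replicate 1 libraries was 0.981 times that of the other mice. Independent cultures of 1 mouse share the high value, so a property of that mouse or of its isolated cells stays open, as does a different mixture of cells. The design gives no condition that would test either. With 1 such mouse, whether its response to AngII differs was not tested.

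Spp1 stood out in 4 groups: 362.6 FPM with EGF (the others at most 145.8) and 396.9 FPM with EGF+AngII (at most 166.3) in replicate 3 after 24 h, 611.7 FPM with U46619 in replicate 6 after 24 h (at most 131.7), and 192.2 FPM in control in replicate 1 of the EGF/AngII batch after 48 h (at most 112.7). Tbxa2r stood out in replicate 2 after 24 h, at 242.9 FPM with AngII (the others at most 96.3) and 187.6 FPM in control (at most 98.6). Klf15 was high in replicate 4 of the EGF/AngII batch after 48 h, at 44.57 FPM with EGF (the others 9.71 to 26.4) and 43.81 FPM with EGF+AngII (the others 9.68 to 16.8). Klf15 was also highest in that set with AngII (35.37 FPM), and low only in its control (10.95), the library that lay with replicate 2 for 99.2% of the genes separating the 2 sets. The high values therefore belong to the set, and its control is no sound reference for them. For the other cultures, no technical or biological explanation was tested. Spp1 in replicate 1 of the EGF/AngII batch was also the highest of its batch with EGF (219.4 FPM), AngII (270.3) and EGF+AngII (189.5).

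The contractile smooth muscle list, 14 genes, moved in opposite directions with U46619 at the 2 time points. Its mean log2-fold change was 0.57 ± 0.41 (SD) after 24 h, up in 6 of 6 mice, and −0.23 ± 0.16 after 48 h, down in 5 of 5 culture sets. The difference of −0.81 gave p = 0.00433 (exact permutation test between 6 mice and 5 culture sets) and 0.0714 after Benjamini-Hochberg adjustment over 22 comparisons, so it does not pass the correction. A few genes taking most of the counts is argued against as the cause. Such genes shift all others of a library by 1 factor, so the lists would change alike between the time points. The fatty acid beta-oxidation list changed the other way, from −0.50 ± 0.27 to −0.22 ± 0.13, and the difference between the lists within a culture changed by −1.08 (exact p = 0.00649, 6 mice and 5 culture sets). The time points were sequenced in different batches, so the batch and the incubation time cannot be told apart, and the time itself stays open as a biological explanation. After 48 h the fitted mean was −0.09 and changed sign without the mouse in the design (0.09), so its direction there may rest on the pairing.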

How the results depend on the processing

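The paired limma fits, the gene lists taken from the likelihood ratio test and the receptor genes averaged by mouse were chosen after the results were seen. Of 863 values that 59 results took under the alternatives, 694 kept their direction and their side of the threshold, stayed within 1.5 times of the count reported in the text or, where no test could pass, moved by less than the spread between replicates. With the 48 h control cultures averaged by mouse, none of the differences between receptor genes can pass. DESeq2's size factors in edgeR, edgeR alone, at least 10 counts in every library, the filter at the tested time point only and summing the cultures of 1 mouse moved none of these counts of DEG or overlaps by more. Without the FPM minimum, only the genes called with U46619 alone after 48 h moved (122). The counts of 0 for AngII at both time points, for EGF and EGF+AngII after 48 h, and for the direct comparisons of EGF+AngII with EGF and of EGF+AngII+U46619 with EGF+U46619 stayed at 0 under every alternative taken singly. With the culture set as the block and DESeq2 alone together, 11 genes were called with EGF after 48 h. Where a cause is not named, the cause was not tested.

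With DESeq2 alone, 266 genes were called with EGF and 1345 with EGF+AngII after 24 h, 212 in all 5 lists, and 1 gene each for EGF+U46619 against U46619 and for the interaction of EGF and U46619. After 48 h it called 931 genes with U46619, 819 of them also with EGF+U46619, 664 with U46619 at both time points, and 267 with U46619 and 329 with EGF+U46619 at 48 h only. With the likelihood ratio test in edgeR, 242 genes were called with EGF, 986 with EGF+AngII and 194 in all 5 lists.

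Without the mouse as the replicate block, so that the cultures were not paired, no gene was called with EGF (702 at an unadjusted p under 0.05), with EGF+AngII (1145 at an unadjusted p under 0.05) or in all 5 lists after 24 h. The counts were 1037 with U46619, 1826 with EGF+U46619, 2143 with EGF+AngII+U46619 and 105 for EGF+U46619 against EGF. Of the overlaps, 947 genes were called with U46619, EGF+U46619 and EGF+AngII+U46619 only, 243 with EGF+U46619 only, 36 with U46619 and EGF+U46619 only, and 1880 with any of EGF, U46619 and EGF+U46619. After 48 h, 109 genes were called with U46619 and 1.9e+02 with EGF+U46619, 92 with both, 17 with U46619 only, 97 with EGF+U46619 only and 206 with either. At both time points, 71 genes were called with U46619 and 129 with EGF+U46619, and at 48 h only, 38 and 60.

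With only the groups compared in the fit, which leaves fewer libraries, no gene was called with EGF (3201 at an unadjusted p under 0.05), with EGF+AngII (3051 at an unadjusted p under 0.05) or in all 5 lists after 24 h. The counts were 3081 with EGF+U46619 and 1388 with EGF+AngII+U46619. Of the overlaps, 1249 genes were called with U46619, EGF+U46619 and EGF+AngII+U46619 only, 21 with EGF+AngII+U46619 only, 307 with EGF+U46619 only, 72 with EGF+U46619 and EGF+AngII+U46619 only, and 1453 with U46619 and EGF+U46619 only. After 48 h, 278 genes were called with U46619 and 482 with EGF+U46619, 235 with both, 43 with U46619 only, 247 with EGF+U46619 only and 525 with either. At both time points, 221 genes were called with U46619 and 374 with EGF+U46619, and at 48 h only, 57 and 108.

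The 48 h counts depended on how culture sets and batches were handled. With the culture set as the replicate block, 1546 genes were called with U46619 and 2170 with EGF+U46619, 1354 with both, 192 and 816 with only 1 of them and 2362 with either. At both time points, 1097 and 1621 genes were called, and at 48 h only, 449 and 549. In the EGF/U46619 batch alone, the counts were 1589 and 2221, with 1426 in both, 1.6e+02 and 795 in only 1 and 2384 in either, 1021 and 1588 at both time points, and 568 and 633 at 48 h only. With the batch added to the mouse, they were 213 and 485, with 192 in both, 21 and 293 in only 1 and 506 in either, 1.8e+02 and 416 at both time points, and 30 and 69 at 48 h only.

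With limma paired by culture set, 0 genes were called with EGF (3554 at an unadjusted p under 0.05) and with EGF+AngII (3340 at an unadjusted p under 0.05) and 1733 with EGF+AngII+U46619 after 24 h. It called 4209 genes with U46619 and 3450 with EGF+U46619 after 24 h. After 48 h, it called 2349 genes with U46619, 1718 with EGF+U46619, 45 for EGF+U46619 against U46619 and 84 for the interaction of EGF and U46619. At both time points, U46619 thus gave more genes than EGF+U46619, the reverse of the order in the fit with the mouse as a term.

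Across the 6 fits that each left out 1 mouse, the 24 h counts ranged from 0 to 338 with EGF and from 0 to 1115 with EGF+AngII (both highest without replicate 6, and 0 with EGF+AngII without replicate 1, 2, 3 or 5), from 2438 (without replicate 2) to 4425 with U46619, and from 723 (without replicate 2) to 2644 for EGF+U46619 against EGF, which was also lower without replicates 1 (1064), 4 (1093) and 5 (1056). At a count of 0, 1224 genes passed an unadjusted p under 0.05 with EGF and 1420 with EGF+AngII without replicate 1. The genes called with EGF+AngII+U46619 only ranged from 393 (without replicate 3) to 1246 (without replicate 1), with EGF+U46619 only from 1.8e+02 (without replicate 3) to 726, with U46619 and EGF+U46619 only from 73 (without replicate 3) to 346, and in all 5 lists from 0 to 262 (without replicate 6).

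Across the 10 fits that each left out 1 culture set after 48 h, the counts ranged from 145 to 736 with U46619 and from 362 to 1149 with EGF+U46619, from 130 to 656 for both, from 15 to 82 for U46619 only, from 232 to 605 for EGF+U46619 only and from 377 to 1229 for either, each lowest without replicate 3 of the EGF/U46619 batch. Over the 16 fits of both time points, the genes called at both ranged from 123 to 565 with U46619 and from 291 to 912 with EGF+U46619, and at 48 h only from 22 to 222 and from 71 to 282.

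The mean shift in log2-fold change of EGF+AngII against EGF changed its sign to 0.04 over the 230 genes shared under the likelihood ratio test, and ranged from −0.06 to 0.05 (without replicate 6). That of EGF+AngII+U46619 against EGF+U46619 ranged from −0.02 (without replicate 6) to 0.05 over genes called with both, and over the genes in all 5 lists from −0.08 (without replicate 6) to 0.02, with 0.07 at a pseudocount of 5, where it passed the exact test. Over the genes in all 5 lists, the shift of EGF+U46619 against U46619 no longer passed as a median over genes (0.18) or over the 194 genes of the likelihood ratio test (0.30), and that of EGF+U46619 against EGF ranged from 0.33 to 0.53. With 5 mice the exact test cannot pass. For genes in all 5 lists and for EGF+AngII against EGF, only the fits without replicates 4 and 6 left genes to average.

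The genes whose measured fold change departed from the expected one were 886 with EGF+U46619 and 11 with EGF+AngII after 24 h when log2-fold changes were added, and 50 with EGF+AngII under the paired t-test. With camera's estimated correlation, 0 of the gene lists passed in any of the 5 comparisons.

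Of 538 values for 39 log2-fold changes of named genes, 50 changed: 39 became weaker, 10 stronger, and that of Egfr with EGF after 24 h reversed without replicate 1 (−0.10, in a range up to 0.12 across the fits that left out 1 mouse). Of 216 values for 40 gene lists, 43 changed: 36 became weaker, 3 stronger and 4 reversed. The contractile list with U46619 after 48 h had a mean of 0.09 without the replicate block and 0.10 without replicate 5 of the EGF/U46619 batch (lowest −0.19, without replicate 4), and the apoptosis list with EGF+U46619 after 48 h had 0.02 with the culture set as the block and 0.01 without replicate 4 of the EGF/U46619 batch (lowest −0.04, without replicate 1).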

Differences from the paper's values

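For EGF after 24 h, 4 genes were DEG here, against the paper's 326. Of the alternatives set before the data were examined, DESeq2 alone (266), edgeR's likelihood ratio test together with DESeq2 (242) and leaving out replicate 6 (338) come within 1.5 times of the paper's number. The others, namely edgeR alone, DESeq2's size factors in edgeR, the filters, the fits without the mouse or with only the groups compared, and leaving out any other mouse, do not.

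For EGF+AngII after 24 h, 455 genes were DEG here, against about 840 in Figure 1a, read by eye. The likelihood ratio test (986), at least 10 counts in every library (624) and leaving out replicate 6 (1115) come within 1.5 times of it, and the other alternatives, such as DESeq2 alone (1345), do not. For the genes called in all 5 lists after 24 h, 4 were found here, against about 240 in Figure 2a, read by eye. The likelihood ratio test (194), DESeq2 alone (212) and leaving out replicate 6 (262) come within 1.5 times of it, and the other alternatives do not.

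The paper states that Klf15 was down-regulated by EGF alone after 24 h. Here its log2-fold change was −0.79 with an FDR of 0.088 in edgeR and 0.0327 in DESeq2, so that it was called with DESeq2 alone, with the likelihood ratio test and without replicate 6 (−0.86), and not otherwise. The paper states that Klf15 was regulated after 24 h only in the sequencing data. Here it was not called after 48 h either, but was called with EGF+U46619 by DESeq2 alone, with the culture set in place of the mouse (−0.78), in the EGF/U46619 batch alone, without replicate 4 of the EGF/AngII batch (−0.79) and without replicate 1 of the EGF/U46619 batch (−0.85).

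The paper states that the distribution of log2-fold changes was shifted by the combination of EGF and U46619 after 24 h, for the genes in all lists and for all intersections of more than 50 genes. By mouse, the shift over the 3538 genes called with both U46619 and EGF+U46619 was 0.10 ± 0.13 (SD, n = 6, exact p = 0.156). Over the 4 genes in all 5 lists it was 0.31 ± 0.30 (exact p = 0.03125). The 4 genes were also DEG with EGF alone, so adding the effects would give such a shift, and it is no test of synergy. The paper lists Hadhb-ps and Pcif1 among genes that pass its test between EGF+U46619 and each single substance. Here neither differed from both at p under 0.05 at either time point, under the exact test of FPM, of log2(FPM + 0.5) or, after 24 h, paired by mouse.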

Other observations

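In this part, the tests of the identity of cultures and culture sets, of the number of treated libraries, alone and together with the culture set as the block, of the ratios of mean FPM, of gene lists moving apart and of limma on paired differences were chosen after the results were seen.

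All genes of chromosomes 9 (2843 genes), X (2626), Y (1569) and of the mitochondrion (37) are listed at 0 in all 82 libraries. A candidate explanation is that these 4 chromosomes were missing from the sequence to which the reads were aligned, in which case reads of their genes would be counted on processed pseudogenes elsewhere. Pseudogenes of 11 parent genes on chromosome 9 or X (199 pseudogenes) had a median summed CPM per parent 191.7 times that of pseudogenes of 65 parent genes on other chromosomes (970 pseudogenes; permutation p = 6e-05, two-sided), as this explanation predicts. Counts of pseudogenes whose parents lie on these chromosomes therefore may not be their own. Where the counts were lost, at the alignment or afterwards, was not tested further, and no biological explanation was tested.

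After 48 h, the control library of replicate 4 of the EGF/AngII batch did not resemble the other cultures of its own set. Of 1965 genes that separate replicates 2 and 4 in the other incubations of that batch, it lay with replicate 2 for 1950 (99.2%). The values are consistent with a mislabelled sample or a culture from another mouse, since the test could have placed it with its own set. It was not a second deposit of the replicate 2 control, from which it differed by a chi-square of 48.7 per gene, where sampling noise gives about 1. A difference in library size is argued against, as its total of 28389730 counts lies within the range of the batch. Leaving out the set raised the DEG after 48 h to 736 with U46619 and 1149 with EGF+U46619, and EGF still gave 0 DEG. The control of replicate 2 of that batch was also nearer to another set (mean correlation 0.743 with replicate 1, against 0.669 with its own), and lay with replicate 1 for 59.2% of 623 genes. A mislabelled sample cannot be told apart here from a likeness of the sets, since the labels give both to 1 mouse.

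Replicate 5 of the EGF/U46619 batch resembled replicate 6 of the EGF/AngII batch (mean correlation of their deviations from the group means 0.779) more than replicate 4 of that batch, with which it shares a mouse number. On 2408 genes that separate replicates 4 and 6 of the EGF/AngII batch, it lay with replicate 6 for 76.7%, against 34.5% to 38.6% for the other sets of its batch. The other 17 pairs of different mouse numbers across the batches correlated by at most 0.292. The values are consistent with a mislabelled sample, such as a wrong mouse number. Which label would be wrong is open, and so is a likeness of 2 mice, because the other 6 pairs of 1 mouse number correlated only by −0.10 to 0.53 (median 0.327). No biological explanation was tested.

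No gene was a DEG with EGF after 48 h. With the culture set as the replicate block, the count stayed at 0, but the genes at an unadjusted p under 0.05 in both tools rose from 56 to 432. DESeq2 alone then called 11 genes, while the lowest FDR from edgeR was 0.362. Without replicate 4 of the EGF/AngII batch, whose control library is described above, the count was also 0 (108 at an unadjusted p under 0.05). A small effect hidden by variation between culture sets or by that control library therefore cannot be told apart from the absence of a lasting effect of EGF, since a count that stays at 0 shows neither.

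U46619 and EGF+U46619 gave fewer DEG after 48 h than after 24 h. The same variation between culture sets is argued against as the whole cause, because the 24 h count of U46619 was still 2.52 times that of 48 h fitted with the culture set as the block. Library size would predict the opposite, since the median total count was 1.32 times higher after 48 h. Fewer treated cultures alone are argued against, because with 5 mice the 24 h counts were at least 3.44 times those of 48 h. With both changes together the ratio was much lower, from 1.58 to 2.86 over the fits with 5 mice, so fewer cultures and variation between culture sets together cannot be told apart from an effect of time, as the spread of the 48 h counts with that block was not measured. The incubation time and the batch cannot be told apart either.

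EGF+AngII gave more DEG than EGF, 455 against 4. Of the 451 genes called with EGF+AngII and not with EGF, 0.665% had an unadjusted p under 0.05 from edgeR in the direct comparison, against 0.471% of all genes tested, and all 451 had changed in the same direction with EGF, by 0.80 on average against 0.91. The direct comparison gave 0 genes (5 at an unadjusted p under 0.05). Unchanged genes would have such a p in a share of about 0.05, so this comparison could miss a difference. Noise around the FDR threshold and a small effect of AngII cannot be told apart by these values, because the 451 genes were selected for a difference between the lists.

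Fewer DEG were found with EGF after 24 h than in the paper, and the edgeR test is a candidate explanation. Over 1512 genes of Table S1 that could be read, the median absolute difference of log10 FDR from the paper's edgeR values was 0.0427 with the likelihood ratio test and 0.0497 with the quasi-likelihood test, a ratio of 0.859. Of these genes, 70 passed with the likelihood ratio test, 1 with the quasi-likelihood test and 143 in the paper's edgeR values. The likelihood ratio test is nearer on both measures and does not account for all of the difference. With DESeq2, 74 passed against 92 in the paper.

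The log2-fold changes that the paper's text gives for Tbxa2r, Klf15 and Spp1 equal the log2 ratios of the mean FPM of the groups, within rounding. These ratios were −1.49 for Tbxa2r with U46619, −2.02 for Tbxa2r with EGF+U46619, −2.26 for Klf15 and 2.89 for Spp1 after 24 h, and 3.61 for Spp1 after 48 h. The fits with the mouse as a term gave −1.31, −1.98, −2.27, 3.23 and 3.65. The methods describe fold changes from FPM for single replicates, and name no ratio of group means.

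Exchanging treated and control cultures within mice or culture sets shows how many genes other groupings of the same cultures give, fitted for the groups of 1 comparison alone. After 24 h the real split gave the largest number of genes, in 1 of 32 splits, for U46619 (4510 genes, other splits 0), EGF+U46619 (3442, at most 1), EGF+AngII+U46619 (1539, 0) and EGF+U46619 against EGF (1704, at most 1). After 48 h it did so in 1 of 32 splits for U46619 (315, other splits 0) and EGF+U46619 (568, 0). For EGF, AngII and EGF+AngII after 24 h, the real split gave 0 genes, so that all 32 of 32 splits gave as many. The same holds for the direct comparisons of EGF+AngII with EGF, of EGF+U46619 with U46619 (where another split gave 261 genes) and of EGF+AngII+U46619 with EGF+U46619, and for both interactions (where another split gave up to 2066 genes for EGF and AngII), 32 of 32 each. After 48 h, 50 of 50 splits drawn for EGF and 32 of 32 for AngII and for EGF+AngII gave as many genes as the real one, 0. For EGF+U46619 against U46619 and for the interaction of EGF and AngII after 48 h, 16 of 16 splits did, and 16 splits cannot give a share under 6.25%.

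Splits of the gene list tests were less distinct. The real split passed 4 lists with EGF, 6 with U46619 and 5 with EGF+U46619 after 24 h, and 21, 8 and 14 of the 32 splits passed as many. After 48 h it passed 5 lists with U46619 and 6 with EGF+U46619, and 9 and 3 of the 32 splits passed as many. A list whose genes vary together between cultures passes camera at a preset correlation without a treatment effect, which may explain why 0 lists passed with an estimated correlation.

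With limma on the differences within each of the 5 culture sets of the EGF/U46619 batch, an alternative added after the data were seen, the interaction of EGF and U46619 after 48 h passed for 84 genes, 21 beyond the sum of the single effects and 63 short of it. Spp1 was among them (FDR = 0.0443 from limma). When the signs of the interaction were exchanged within culture sets, the real split gave 85 genes and the other splits at most 1, in 1 of 16 splits, the smallest share (6.25%) that 5 sets allow. Both tests take the 5 sets as independent, although the labels give some of them the same mouse number. In the fit with the mouse as a term the same interaction gave 0 genes (4 at an unadjusted p under 0.05), and limma gave 0 after 24 h (2300 at an unadjusted p under 0.05). A departure from additivity after 48 h is therefore a hypothesis that depends on how the cultures are paired, and more culture sets would be needed to test it.

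Cell cycle genes rose with U46619 after 24 h, while the paper reports a decrease in DNA synthesis with U46619 (Figure 5b). A few genes taking most of the counts is argued against as the cause, since they would shift all other genes of a library by 1 factor. DNA replication rose and fatty acid beta-oxidation fell in 6 of 6 mice, and the lists moved apart by 1.73 ± 1.40 (SD, n = 6; exact p = 0.03125). The mean log2 FPM of the mitotic list in replicates 1 to 6 was 1.73, 2.34, 2.87, 3.96, 3.56 and 4.47 in control and 6.29, 5.76, 5.33, 3.42, 3.48 and 4.26 with U46619. The list was higher with U46619 in 3 of 6 mice and lower in the other 3, and no explanation for this was tested.

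Genes used as references in the paper's methods changed in the sequencing data. Gapdh had a log2-fold change of 1.24 with U46619 (standard error 0.23, FDR = 0.000126 from edgeR) and 1.21 with EGF+U46619 after 24 h, and 1.03 (FDR = 0.00393 from edgeR) and 0.95 (FDR = 0.00429 from edgeR) after 48 h, all of them DEG. Hsp90aa1 rose by 1.19 and 1.36 after 24 h (both DEG) and was not a DEG after 48 h. Eef2 changed by −0.52 with U46619 after 24 h (FDR = 0.0363 from edgeR), and Hsp90ab1 by 0.42 and 0.41 with EGF+U46619 after 24 and 48 h, both DEG.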
